# Serum lipoprotein–derived fatty acids regulate hypoxia-inducible factor

**DOI:** 10.1074/jbc.RA120.015238

**Published:** 2021-01-13

**Authors:** Wei Shao, Jiwon Hwang, Chune Liu, Debaditya Mukhopadhyay, Shan Zhao, Meng-Chieh Shen, Ebru S. Selen, Michael J. Wolfgang, Steven A. Farber, Peter J. Espenshade

**Keywords:** lipoprotein, low-density lipoprotein, fatty acid, lysosomal acid lipase, low-density lipoprotein (LDL), hypoxia-inducible factor (HIF), mitochondria

## Abstract

Oxygen regulates hypoxia-inducible factor (HIF) transcription factors to control cell metabolism, erythrogenesis, and angiogenesis. Whereas much has been elucidated about how oxygen regulates HIF, whether lipids affect HIF activity is un-known. Here, using cultured cells and two animal models, we demonstrate that lipoprotein-derived fatty acids are an independent regulator of HIF. Decreasing extracellular lipid supply inhibited HIF prolyl hydroxylation, leading to accumulation of the HIFα subunit of these heterodimeric transcription factors comparable with hypoxia with activation of downstream target genes. The addition of fatty acids to culture medium suppressed this signal, which required an intact mitochondrial respiratory chain. Mechanistically, fatty acids and oxygen are distinct signals integrated to control HIF activity. Finally, we observed lipid signaling to HIF and changes in target gene expression in developing zebrafish and adult mice, and this pathway operates in cancer cells from a range of tissues. This study identifies fatty acids as a physiological modulator of HIF, defining a mechanism for lipoprotein regulation that functions in parallel to oxygen.

Hypoxia-inducible factor (HIF) transcription factors are master regulators of oxygen homeostasis in humans, functioning in both normal physiology and disease (1, 2, 3). HIF transcription factors consist of an α subunit (HIFα) and a β subunit (HIFβ, also called ARNT), and oxygen controls HIF activity by regulating stability and transactivation function of the α subunit. In the presence of oxygen, prolyl hydroxylases (PHDs) modify two prolines, leading to ubiquitination of HIFα by the VHL E3 ligase and proteasomal degradation (4). PHD enzymes are Fe(II)– and 2-oxoglutarate–dependent oxygenases, whose activity requires oxygen, and consequently low oxygen inhibits PHD, leading to HIF activation (1). Under hypoxia, HIF activates expression of key genes regulating energy metabolism, erythrogenesis, and angiogenesis. HIF controls energy metabolism by up-regulating a glycolytic transcriptional program and diverting glycolytic products away from oxidation in the mitochondrion toward lactate production. This metabolic shift is a hallmark of cancer metabolism called the Warburg effect, making HIF an attractive target for anti-cancer therapy (5).

Cell growth requires a constant supply of lipids (6, 7), obtained either from the circulation or *de novo* synthesis. The membrane-bound sterol regulatory element–binding protein (SREBP) transcription factors are central regulators of lipid homeostasis (8) that respond to lipid availability to regulate both lipid uptake and synthesis. In mammals, two *SREBF* genes code for three SREBP proteins: SREBP-1a, SREBP-1c, and SREBP-2. In mouse liver where SREBP function is best studied, SREBP1 and SREBP2 control the supply of fatty acids and cholesterol, respectively (9). Newly synthesized SREBP proteins contain two transmembrane segments and bind to an escort protein SREBP cleavage–activating protein (SCAP) in the endoplasmic reticulum (ER). Under lipid-replete conditions, the SREBP-SCAP complex is retained in the ER by SCAP binding to insulin-induced gene (INSIG) proteins. ER-localized SREBPs are inactive because the N-terminal transcription factor remains bound to the membrane and cannot enter the nucleus. Under lipid-depleted conditions, the SREBP-SCAP complex dissociates from INSIG and traffics to the Golgi, where SREBP undergoes two sequential proteolytic cleavage events, releasing the N-terminal transcription factor domain from the membrane. SCAP functions as both an escort protein and a sterol sensor in this system and is essential for SREBP activity. In addition to SREBPs, evidence also indicates that HIF transcription factors act to maintain lipid supply as HIF stimulates lipid uptake (*FABP3/7*, *VLDLR*) (10, 11) and lipid storage (*PLIN2*, *ADFP*) (12, 13) and inhibits mitochondrial fatty acid oxidation (*MCAD*, *LCAD*) (14). Whether lipids also signal to HIF is unknown. Here, we demonstrate that lipoproteins regulate HIF activity in the presence of oxygen and provide evidence that serum lipoprotein–derived fatty acids are an independent regulator of HIF.

## Results

### Lipoprotein depletion activates HIFα under normoxia

Solid tumors are poorly vascularized, and how cancer cells regulate lipid homeostasis under these nutrient-depleted conditions is unknown. To investigate this, we probed the transcriptional response of patient-derived pancreatic adenocarcinoma Pa03c cells to low-lipid conditions by culturing cells in lipoprotein-deficient serum (LPDS). Removal of serum lipoproteins resulted in the induction (≥2-fold) of 99 genes. Gene ontology analysis of these 99 up-regulated genes indicated the activation of genes involved in mevalonate and cholesterol biosynthesis that are controlled by SREBP transcription factors (GO:0046490 and GO:0006695) (Fig. 1*A*). To test whether up-regulation of these genes was SREBP-dependent, we examined gene expression in Pa03c cells lacking the essential pathway component SCAP (9, 15). The induction of 34 of 99 genes required *SCAP* (Group A, Fig. 1, *A* and *B*). The majority of these genes were known SREBP targets, indicating that extracellular lipoproteins contributed to cellular lipid supply and negatively regulated SREBP transcription factors in pancreas cancer cells.

**Figure 1:**
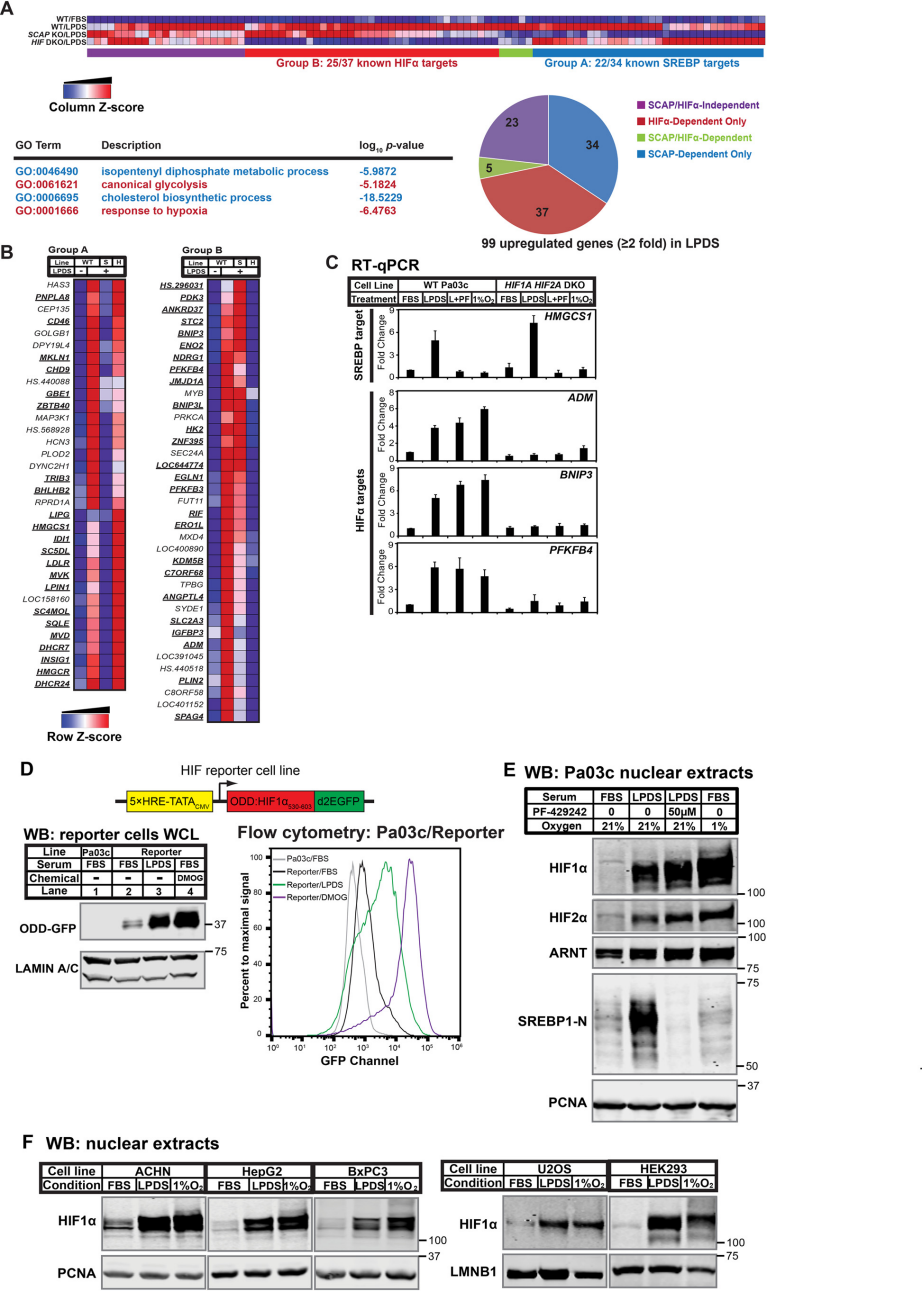
**Lipoprotein depletion activates HIFα under normoxia.***A*, patient-derived human PDAC cell line Pa03c (*WT*), *SCAP* KO cells (*S*), and *HIF1A HIF2A* DKO cells (*H*) were cultured in FBS or LPDS for 16 h. Gene expression was determined using Illumina bead arrays. LPDS-induced genes (≥2-fold) were analyzed for GO term enrichment using GOrilla/REVIGO. GO terms related to the SREBP or HIF pathway are *highlighted* in *blue* or *red*, respectively. A clustered heatmap of LPDS-induced genes was generated by GenePattern 2.0. *B*, a clustered heatmap of 99 genes induced upon lipoprotein depletion (≥2-fold) was generated by GenePattern. *Group A*, induction in LPDS required *SCAP*, but not *HIF*α. *Group B*, induction in LPDS required *HIF*α, but not *SCAP*. *Boldface*, *underlined genes* are known transcriptional targets of SREBP or HIF in Group A or B, respectively. *C*, WT or *HIF1A HIF2A* DKO Pa03c cells were cultured for 16 h in FBS in the presence of DMSO (0.1%) under normoxic (FBS) or hypoxic (1% O_2_) conditions or in LPDS in the presence of DMSO (0.1%) (LPDS) or Site-1 protease inhibitor PF-429242 (50 μm) (*L*+*PF*) to inhibit SREBP. Gene expression for SREBP or HIF transcriptional targets measured by RT-qPCR was normalized to vehicle-treated Pa03c cells cultured in FBS. *Error bars*, S.E. of -fold changes from three biological replicates (mean ± S.E.). *D*, diagram of HIF reporter cell line that is a Pa03c clone stably expressing HIF1α ODD-d2EGFP under the control of five tandem HREs. Shown are immunoblots (*WB*) of whole-cell lysates or flow cytometry analysis from parental Pa03c cells cultured for 24 h in FBS and HIF reporter cells cultured for 24 h in FBS, LPDS, or FBS with DMOG (1 mm), a cell-permeable prolyl-4-hydroxylase inhibitor. *E*, immunoblots of nuclear extracts from Pa03c cells cultured for 16 h in FBS in the presence of DMSO (0.1%) under normoxic or hypoxic (1% O_2_) conditions or in LPDS in the presence of DMSO (0.1%) or site-1 protease inhibitor PF-429242 (50 μm) to inhibit SREBP. PCNA served as a loading control. *F*, immunoblots of nuclear extracts from the indicated cell lines cultured for 16 h in FBS, LPDS, or FBS in 1% O_2_. PCNA or LMNB1 served as a loading control. *ACHN*, renal cell adenocarcinoma; *HepG2*, hepatocellular carcinoma; *BxPC3*, pancreatic adenocarcinoma; *U2OS*, osteosarcoma; *HEK293*, embryonic kidney.

Unexpectedly, despite the fact that cells were cultured in the presence of oxygen, gene ontology analysis indicated that genes involved in glycolysis and the hypoxic response were also up-regulated (GO:0061621 and GO:0001666). Many of these up-regulated genes were known targets of HIF transcription factors (Group B, Fig. 1, *A* and *B*) (16, 17). Of the three HIFα proteins in higher metazoans, HIF1α and HIF2α (encoded by *HIF1A* and *HIF2A*) are transcriptional activators (1). We confirmed the HIF requirement for induction of these genes in LDPS using *HIF1A HIF2A* double knockout (DKO) Pa03c cells (Fig. 1 (*A–C*) and Fig. S1A). To monitor HIF activity in intact cells, we created a Pa03c HIF reporter cell line in which the transcription of *GFP* fused to the *HIF1A* oxygen-dependent degradation domain (ODD) is regulated by endogenous HIF activity and the degradation of ODD-GFP is controlled by the HIF PHDs (Fig. 1*D*). Consistent with the observed up-regulation of HIF target gene expression, immunoblotting, indirect immunofluorescence, and flow cytometry using the HIF reporter cell line demonstrated that lipoprotein removal activated HIF to levels comparable with 1% oxygen or treatment with *N*-(2-methoxy-2-oxoacetyl)glycine methyl ester (DMOG), a cell-permeable prolyl-4-hydroxylase inhibitor (Fig. 1 (*D* and *E*) and Fig. S1B). Both HIF1α and HIF2α increased in LPDS (Fig. 1*E*). As expected, lipoprotein depletion also activated SREBP-1 (Fig. 1*E*). Importantly, HIFα accumulation was independent of SREBP activity because treatment with the site-1 protease inhibitor PF-429242 blocked SREBP-1 cleavage but had no effect on HIFα induction or target gene expression (Fig. 1, *C* and *E*). Similarly, SREBP-1 activation did not require HIF, insomuch as SREBP target genes were induced in *HIF1A HIF2A* DKO cells (Fig. 1, *A–C*). Finally, this response was not restricted to a single cell line or cancer type as HIFα accumulated in LPDS to levels comparable with 1% oxygen in another five cell lines tested from different tumor types (Fig. 1*F*). Collectively, these data demonstrate that serum lipoprotein depletion activates HIFα under normoxia in multiple cancer cell lines.

### Low-density lipoproteins regulate HIFα

To determine the lipoprotein requirement for this signaling pathway, we tested the ability of different lipoproteins to suppress HIF activation in LPDS. As expected, the addition of a mixture of bovine lipoproteins prevented SREBP activation in LPDS, confirming the proper delivery of extracellular lipids to cells (Fig. 2*A*). Likewise, lipoprotein addition inhibited HIF1α and HIF2α accumulation in a dose-dependent fashion (Fig. 2*A*), demonstrating that HIFα accumulated under normoxia due to a reduction in the supply of extracellular lipoproteins. Very low-density lipoprotein (VLDL), low-density lipoprotein (LDL), and high-density lipoprotein (HDL) are major lipoprotein species in human serum. These lipoproteins differ in their composition of triglycerides, cholesterol, and glycerophospholipids (18). When added at serum concentrations, both LDL and VLDL, but not HDL, inhibited HIF1α accumulation (Fig. 2*B*), indicating that low-density lipoproteins signal to HIF in Pa03c cells. LDL was most effective at suppressing HIF activation. Consistent with this observation, flow cytometry and immunoblotting using the Pa03c-derived HIF reporter cells demonstrated that human LDL blocked HIF activation in a dose-dependent manner (Fig. 2, *C* and *D*). Thus, low-density lipoproteins suppress HIF activation under normoxia.

**Figure 2:**
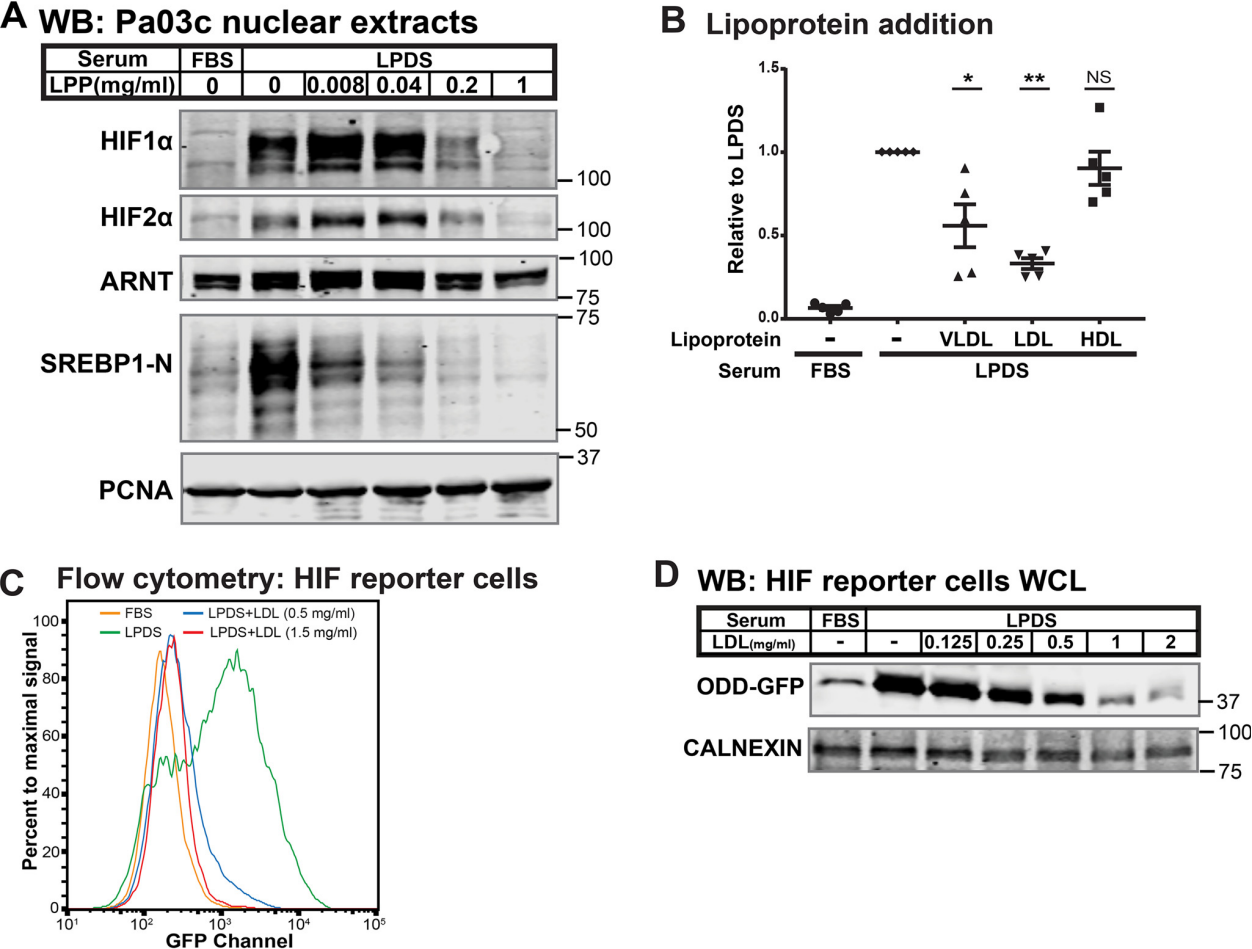
**Low-density lipoprotein regulates HIFα.***A*, immunoblots (*WB*) of nuclear extracts from Pa03c cells cultured for 16 h in FBS or LPDS supplemented with bovine lipoproteins (*LPP*; 0–1 mg/ml). PCNA served as a loading control. *B*, Pa03c cells were cultured for 16 h in FBS or LPDS with the indicated lipoprotein additions: human VLDL (0.2 mg/ml), human LDL (1 mg/ml), and human HDL (0.5 mg/ml). HIF1α immunoblot signal was normalized first to the loading control HDAC1 and then normalized to that in LPDS (*n* = 5, mean ± S.E. (*error bars*)). *p* values from a single-column *t* test (LPDS *versus* LPDS + VLDL, LDL, or HDL) are shown; *NS*, not significant; *, *p* < 0.05; **, *p* < 0.005. *C*, flow cytometry analysis of HIF reporter cells cultured for 24 h in FBS, LPDS, or LPDS supplemented with 0.5 or 1.5 mg/ml human LDL. *D*, immunoblots of whole-cell lysates from HIF reporter cells cultured for 24 h in FBS, LPDS, or LPDS with the indicated concentrations of human LDL. CALNEXIN served as a loading control.

After endocytosis, lysosomes degrade LDL particles and release lipids to regulate cellular lipid homeostasis. Whereas LDL catabolism requires lysosomes, lipids also regulate lysosome function (19). Multiple studies demonstrate that disruption of lysosomal proton homeostasis in the presence of oxygen results in activation of HIF transcription factors through disruption of amino acid homeostasis (20, 21, 22). To investigate whether LPDS-induced HIF activation is similarly mediated by disruption of lysosomal proton homeostasis, we measured lysosomal pH upon lipoprotein depletion. Lysosomal pH in cultured cells is 4.5–5.0 (23). As a positive control, inhibition of the lysosomal H^+^-ATPase with bafilomycin A1 raised lysosomal pH from 4.9 to 8.6 (Fig. S2). In contrast, lysosomal pH was unchanged in cells cultured in LPDS compared with FBS, indicating that lipoprotein regulation of HIF is not due to disruption of lysosomal proton homeostasis. In summary, these rescue experiments indicate that serum LDL regulates HIFα under normoxia.

### Lipoproteins regulate HIFα stability by controlling HIFα prolyl hydroxylation

To understand how serum lipoproteins repress HIFα accumulation in the presence of oxygen, we first examined gene expression of HIF subunits and other pathway regulators. mRNA expression of these genes was either unchanged or, in the case of the negative regulator *PHD2*, increased (Fig. S3, A and B), suggesting that lipoproteins do not regulate HIFα through changes in transcription. Oxygen regulates HIFα stability by controlling activity of PHD prolyl hydroxylases, which hydroxylate two proline residues on HIFα, enabling ubiquitination by the VHL-containing E3 ligase and subsequent proteasomal degradation (1). Both HIF1α and HIF2α are regulated by prolyl hydroxylation. For our mechanistic studies, we focused on HIF1α due to the availability of high-quality, commercial reagents. To investigate whether lipoproteins regulate HIF1α protein stability, we conducted chase experiments to measure the *t*_½_ of HIF1α. The *t*_½_ of HIF1α in the presence of oxygen has been calculated to be less than 5 min (24). Consistent with this previous study, HIF1α was rapidly degraded in the presence of oxygen in Pa03c cells (*t*_½_ = 4 min, Fig. 3*A*). In response to lipoprotein depletion, the *t*_½_ of HIF1α increased to 35 min, demonstrating that lipoproteins control HIF1α degradation. Mechanistically, lipoprotein depletion blocked HIF1α Pro-402 and Pro-564 hydroxylation, and lipoprotein addition rescued HIF1α prolyl hydroxylation (Fig. 3*B*). We hypothesized that lipoproteins promote PHD enzyme activity, resulting in increased prolyl hydroxylation on HIF1α and subsequent degradation. To test this idea, we developed an *in vitro* assay to directly measure PHD enzyme activity (Fig. S3, C and D). Lipoprotein depletion reduced PHD enzyme activity in cell lysates, and LDL addition rescued PHD enzyme activity (Fig. 3*C*). Taken together, we conclude that lipoprotein depletion inhibits PHD activity, leading to decreased prolyl hydroxylation on residues 402 and 564 and subsequent HIF1α accumulation.

**Figure 3:**
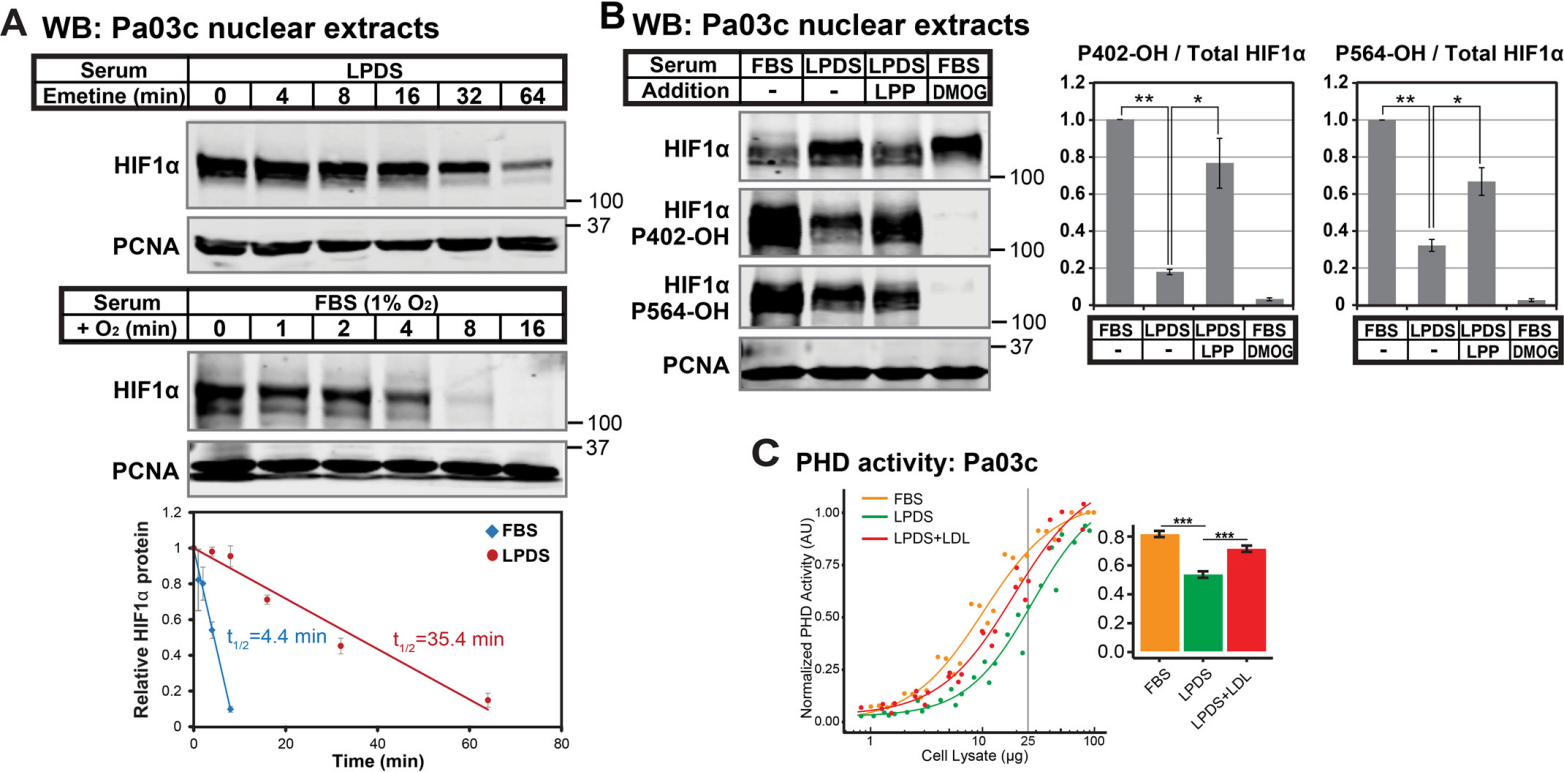
**Lipoproteins regulate HIFα stability by controlling HIFα prolyl hydroxylation.***A*, immunoblots (*WB*) of nuclear extracts from Pa03c cells cultured in LPDS for 16 h prior to treatment with the translation inhibitor emetine (25 μm) for the indicated time (*top*) or Pa03c cells cultured in FBS at 1% O_2_ for 4 h and then shifted to normoxia for the indicated time (*bottom*). HIF1α was normalized to PCNA signal and plotted relative to the *t* = 0 time point. Linear regression curves were used to calculate HIF1α *t*_½_ (*n* = 3, mean ± S.E. (*error bars*)). *B*, immunoblots of nuclear extracts from Pa03c cells cultured for 14 h in FBS or LPDS with the following additions: bovine lipoproteins (*LPP*; 1 mg/ml) or the PHD inhibitor DMOG (1 mm), followed by the addition of MG132 (10 μm) to all conditions for an additional 2 h. HIF1α signal was normalized to PCNA, and the level of hydroxylated HIF1α relative to total was normalized to that in FBS (*n* = 3, mean ± S.E.). *p* values from a single-column *t* test (LPDS *versus* FBS) or Student's *t* test (paired, LPDS + LPP *versus* LPDS) are shown; *, *p* < 0.05; **, *p* < 0.005. *C*, PHD activity assay of cell lysates from Pa03c cells cultured in FBS, LPDS, or LPDS with human low-density lipoprotein (1 mg/ml) for 16 h. Four-parameter log logistic models were fit to data obtained from at least three independent experiments. A bar plot shows the calculated PHD activities from the curves at 25 µg. ***, *p* < 0.0005; Student's *t* test.

### LDL regulation of HIFα requires mitochondria

PHD-mediated prolyl hydroxylation of HIFα requires molecular oxygen, and hypoxic PHD inactivation results from the limiting availability of oxygen (25). Alternatively, under other stress conditions, mitochondria-derived reactive oxygen species (ROS) can inhibit PHD enzymes and activate HIFα, and this response requires intact electron transfer in Complex III (26, 27). This signaling pathway is independent from hypoxia, which regulates HIFα in a mitochondrial ROS-independent manner (25). Because oxygen was not limiting in our experiments, we hypothesized that HIF up-regulation in LPDS was due to the inactivation of PHD enzymes by mitochondrial ROS.

Consistent with a requirement for ROS, the addition of different antioxidants prevented accumulation of the HIF reporter ODD-GFP in LPDS, whereas HIF reporter activation under 1% oxygen was unaffected (Fig. 4*A*). The addition of chemical inhibitors against the different respiratory complexes prevented HIF reporter activation in LPDS, but not under 1% oxygen (Fig. 4*B*), demonstrating that HIF activation required an intact mitochondrial respiratory chain. Given this mitochondrial requirement, we next tested whether signaling could be repressed by mitoubiquinone (MitoQ), a mitochondria-targeted antioxidant (28). MitoQ consists of a mitochondria-targeting moiety triphenylmethylphosphonium (TPMP) and the antioxidant ubiquinone. MitoQ treatment blocked LPDS-induced HIF reporter activation in a dose-dependent manner, whereas TPMP had no effect (Fig. 4*C*, *lanes 3–7*). MitoQ suppression of the HIF reporter was not due to indirect effects on HIF reporter expression, because treatment with the iron chelator deferoxamine (DFO), which directly inhibits PHD enzymes, robustly activated the HIF reporter in the presence of MitoQ (Fig. 4*C*, *lane 8*). To test whether mitochondrial ROS acts by inhibiting PHDs, we assayed PHD activity *in vitro* under parallel conditions. As observed previously (Fig. 3*C*), lipoprotein depletion decreased PhD activity (Fig. 4*D*). Treatment with MitoQ restored PHD activity to levels in lipid-rich FBS, whereas TPMP treatment had no effect, indicating that mitochondrial ROS inhibited PHD activity in LPDS.

**Figure 4:**
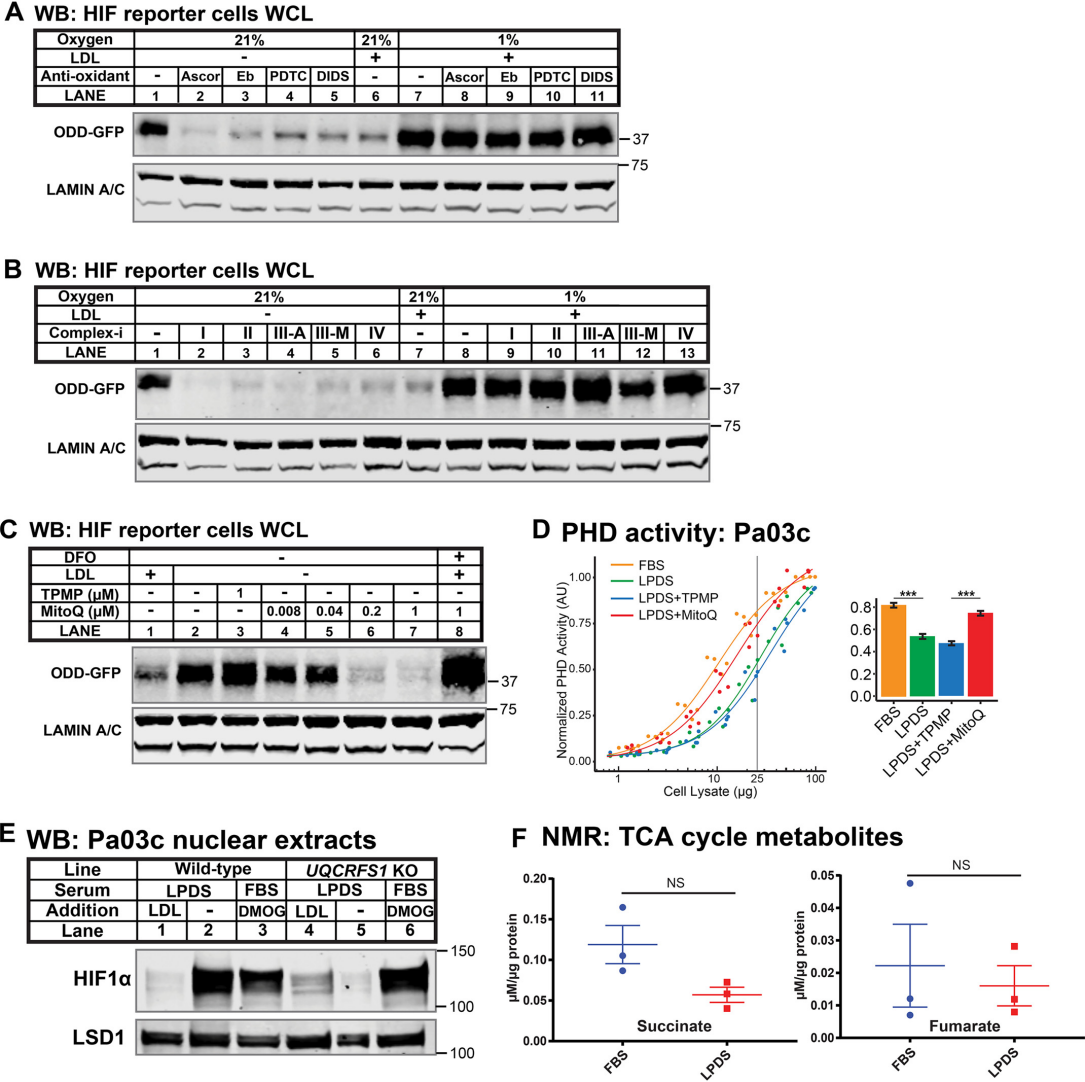
**LDL regulation of HIFα requires mitochondria.***A*, immunoblots (*WB*) of whole-cell lysates from HIF reporter cells cultured for 24 h in LPDS, LPDS with LDL (1 mg/ml), or LPDS with LDL (1 mg/ml) at 1% O_2_ with the indicated antioxidants: ascorbate (*Ascor*; 25 μm), ebselen (*Eb*; 25 μm), PDTC (20 μm), or 4,4′-diisothiocyanostilbene-2,2′-disulfonic acid (*DIDS*; 15 μm). LAMIN A/C served as a loading control. *B*, immunoblots of whole-cell lysates from HIF reporter cells cultured for 24 h in LPDS, LPDS with LDL (1 mg/ml), or LPDS with LDL (1 mg/ml) at 1% O_2_ with the indicated mitochondrial complex inhibitors (*Complex-i*): I (rotenone, 2 μm), II (malonate, 5 mm), III-A (antimycin, 10 μm), III-M (myxothiazol, 1 μm), or IV (oligomycin, 2 μm). LAMIN A/C serves as a loading control. *C*, immunoblots of whole-cell lysates from HIF reporter cells cultured for 24 h in LPDS with LDL (1 mg/ml); LPDS with mitochondrial-targeted chemical TPMP (1 μm) or antioxidant MitoQ (0.008–1 μm); or LPDS with LDL (1 mg/ml) plus the iron chelator (DFO; 100 μm) and mitochondrial-targeted antioxidant MitoQ (1 μm). LAMIN A/C served as a loading control. *D*, PHD activity assay of cell lysates from Pa03c cells cultured for 16 h in FBS, LPDS, or LPDS with mitochondrial-targeted chemical TPMP (1 μm) or antioxidant MitoQ (1 μm). Four-parameter log logistic models were fit to data obtained from at least three independent experiments. The bar plot shows the calculated PHD activities from the curves at 25 µg. ***, *p* < 0.0005, Student's *t* test. *E*, immunoblots of nuclear extracts from Pa03c cells or *UQCRFS1* KO Pa03c cells cultured for 16 h in LPDS with LDL (1 mg/ml) or LPDS or FBS with DMOG (1 μm). LSD1 served as a loading control. *F*, succinate and fumarate levels in cell extracts measured by NMR from Pa03c cells cultured in FBS or LPDS for 16 h. *NS*, *p* > 0.05, Student's *t* test. *Error bars*, S.E.

Either knocking out *UQCRFS1* (encoding Rieske Fe-S protein) or depletion of mitochondrial DNA (ρ^0^ cells) disrupts electron transport in Complex III (26, 27). Consistent with the requirement of the respiratory chain for LPDS-induced HIF activation (Fig. 4*B*), deletion of *UQCRFS1* and loss of mitochondrial DNA both blocked HIF activation in LPDS (Fig. 4*E* and Fig. S4 (A and B)). Elevated levels of succinate or fumarate in the mitochondria can inhibit PHD enzymes and increase HIFα in a ROS-independent manner (29, 30). To investigate whether lipoproteins signaled to HIF through a similar mechanism, we measured succinate and fumarate levels in cells. Lipoprotein depletion did not increase either succinate or fumarate (Fig. 4*F*), indicating that HIF activation did not result from increases in these TCA cycle metabolites. Taken together, we conclude that lipoprotein depletion activates HIFα by inhibition of PHD activity through a pathway that requires an intact mitochondrial respiratory chain and is inhibited by antioxidants.

### LDL-derived fatty acids regulate HIFα

Next, we sought to understand what molecular component of LDL suppresses HIF activation. After endocytosis, LDL is transported to lysosomes where lysosomal acid lipase (LAL) hydrolyzes cholesteryl esters and triglycerides to release cholesterol and fatty acids (31). Lalistat is a specific chemical inhibitor of LAL (32, 33). Treatment of cells cultured in the presence of lipoprotein with the LAL inhibitor lalistat activated the HIF reporter ODD-GFP in a dose-dependent manner (Fig. 5*A*) (32), suggesting that an LDL-derived lipid signals to HIF. To cross-lysosomal membranes, cholesterol requires the Niemann–Pick C1 transport protein, whose activity is inhibited by the cationic sterol U18666A (34). In the presence of lipoproteins, lalistat induced HIF reporter expression to the same extent as lipoprotein depletion (Fig. 5*B*), and LAL inhibition increased expression of the HIFα target *ADM* and the SREBP target gene *HMGCS1* in Pa03c cells (Fig. 5*C*). Under the same conditions, inhibition of lysosomal cholesterol export with U18666A potently induced SREBP target gene expression (Fig. 5*C*) but failed to activate the HIF reporter (Fig. 5*B*), suggesting that LDL-derived cholesterol does not regulate HIF. Consistent with this, lalistat treatment, but not U18666A treatment, decreased PHD enzyme activity in the presence of lipoproteins (Fig. 5*D*).

**Figure 5:**
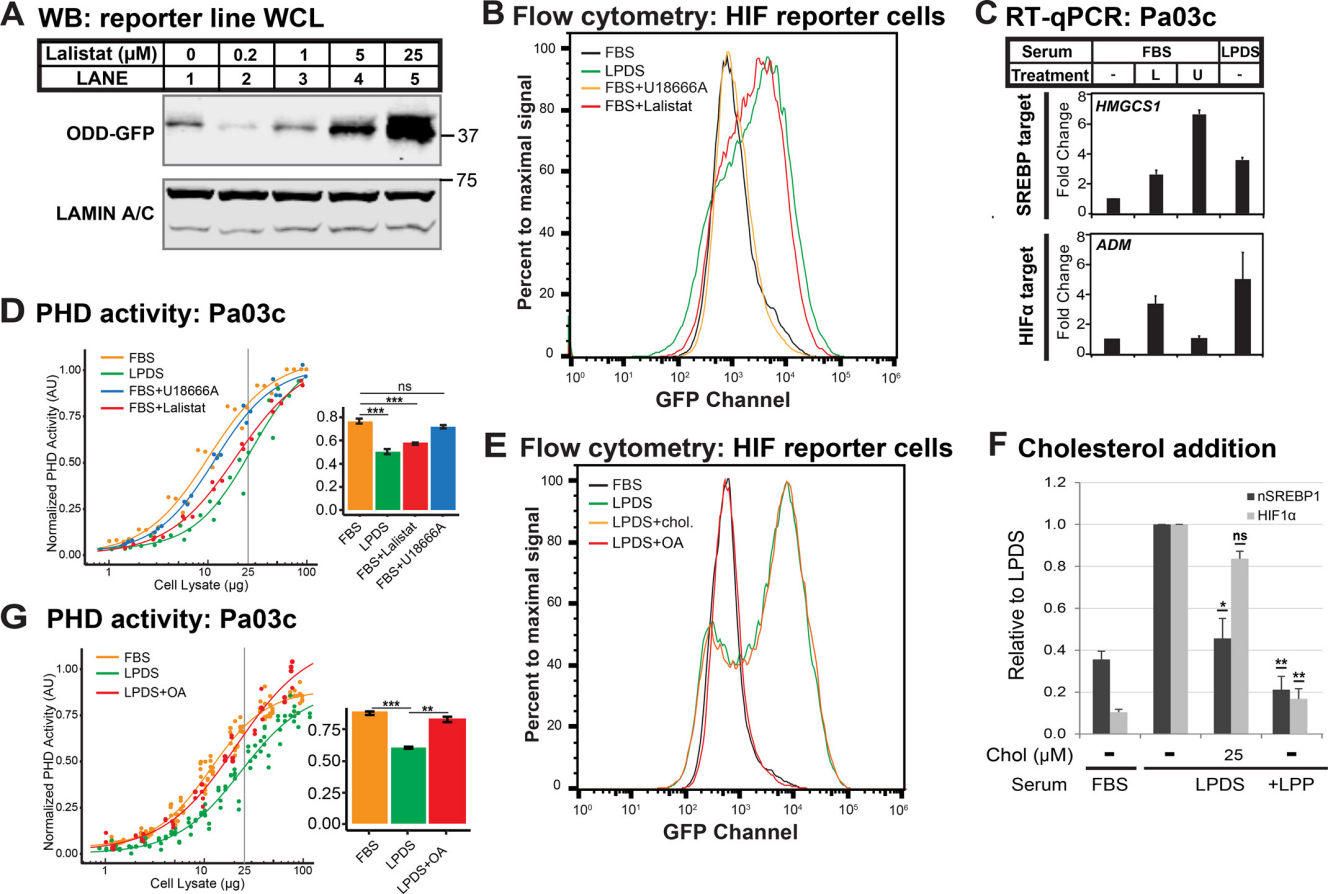
**LDL-derived fatty acids regulate HIFα.***A*, immunoblots (*WB*) of whole-cell lysates from HIF reporter cells cultured for 24 h in FBS with the indicated concentrations of lalistat 2, a specific LAL inhibitor. LAMIN A/C served as a loading control. *B*, flow cytometry analysis from HIF reporter cells cultured for 24 h in FBS, LPDS, or FBS with lalistat (25 μm) or U18666A (2 μm). *C*, Pa03c cells were cultured for 16 h in FBS, LPDS, or FBS with lalistat (25 μm) or U18666A (2 μm). Gene expression for SREBP or HIF transcriptional targets measured by RT-qPCR was normalized to vehicle-treated Pa03c cells cultured in FBS. *Error bars*, S.E. of -fold changes from three biological replicates (mean ± S.E.). *D*, PHD activity assay of cell lysates from Pa03c cells cultured in FBS, LPDS, or FBS with lalistat (25 μm) or U18666A (2 μm) for 16 h. Four-parameter log logistic models were fit to data obtained from at least three independent experiments. The bar plot shows the calculated PHD activities from the curves at 25 µg. ***, *p* < 0.0005, Student's *t* test. *E*, flow cytometry analysis from HIF reporter cells cultured for 24 h in FBS, LPDS, or LPDS supplemented with methyl-β-cyclodextrin complexed cholesterol (*chol*., 25 μm) or albumin-conjugated oleic acid (*OA*; 800 μm). *F*, immunoblots of nuclear extracts from WT Pa03c cells (*n* = 3) cultured for 16 h in FBS or LPDS in the absence or presence of water-soluble methyl-β-cyclodextrin-cholesterol complex (*M*β*CD-chol*) or in the presence of bovine lipoproteins (100 mg/dl). *p* values from a single-column *t* test (LPDS with MβCD-chol *versus* LPDS) are shown. *ns*, not significant; *, *p* < 0.05; **, *p* < 0.005. *G*, PHD activity assay of cell lysates from Pa03c cells cultured in FBS, in LPDS with fatty acid–free albumin (0.75%), or in fatty acid–free albumin–conjugated oleic acid (800 μm) for 16 h. Four-parameter log logistic models were fit to data obtained from at least three independent experiments. The bar plot shows the calculated PHD activities from the curves at 25 µg. ***, *p* < 0.0005; **, *p* < 0.005, Student's *t* test.

Oleic acid is the most abundant fatty acid in human lipoproteins (35). To test directly whether LDL-derived fatty acids or cholesterol signal to HIF, we treated HIF reporter cells cultured in LPDS with either oleate conjugated to albumin or cholesterol complexed with methyl-β-cyclodextrin. Oleate addition completely suppressed activation of the HIF reporter, whereas cholesterol addition had no effect (Fig. 5*E*). Cholesterol addition blocked LPDS-induced SREBP activation, but not HIF activation (Fig. 5*F*), demonstrating that cholesterol was efficiently delivered to cells but failed to regulate HIF. Finally, oleate addition restored PHD enzyme activity in the absence of lipoproteins (Fig. 5*G*). In mitochondria, fatty acids can serve as a carbon source for the production of cellular ATP through β-oxidation. Inhibition of mitochondrial fatty acid oxidation by etomoxir, a small-molecule inhibitor of carnitine palmitoyltransferase-1, did not activate the HIF reporter (Fig. S5), indicating that fatty acids signal to HIFs independently of their role in energy production. Collectively, we conclude that LDL-derived fatty acids regulate HIFα under normoxia.

### Lipids regulate HIFα in animals

To investigate whether lipids regulate HIFα in animals, we examined HIF signaling both during development in zebrafish larvae and in adult mice. Given our cultured cell results (Fig. 5), we employed lalistat as a tool to modulate lipoprotein-derived fatty acid supply to cells *in vivo*. Unbiased genome-wide transcriptional profiling analysis of zebrafish larvae treated with lalistat for 24 h returned “response to hypoxia” as the top enriched GO-term, and 9 of 24 up-regulated genes were known HIF targets in zebrafish (Fig. S6A) (36). Indeed, even acute lalistat treatment for 2 h robustly induced HIF target gene expression (Fig. 6*A* and Fig. S6 (B and C)). 

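The arrays of the 2 h experiment compared wild-type zebrafish larvae at 5 dpf that were kept in 10 μM lalistat, which inhibits LAL, with larvae kept in the vehicle, 0.02% DMSO. Each of the 4 arrays was hybridized with RNA from a pool of 4 larvae, labeled with a single dye, and the 2 arrays of each treatment are numbered as replicates 1 and 2. All 4 arrays sat on the same slide. The authors deposited the scanner software's output, in which the intensity of each spot had been corrected for background and for trends across the array but not normalized between arrays. Each array carried 43603 different probes for zebrafish transcripts. The share of these spots that the software called well above background was 88.8% and 86.1% on the lalistat arrays (replicates 1 and 2) and 85.8% and 84.1% on the DMSO arrays. The 75th percentile of intensity was 323 and 291 on the lalistat arrays and 289 and 298 on the DMSO arrays, and no spot was saturated. From these intensities, log2 values were taken and scaled to each array's 75th percentile, flagged spots were left out, repeated probes were averaged, and the 38169 probes well above background on at least 2 arrays were tested with limma, the package that the paper names for its zebrafish arrays. The paper's text gives neither the normalization nor the probe filter, and both can change how many probes pass a threshold. The main comparison did not use the replicate numbers. When each array's deviations from the mean of its treatment were compared across probes, arrays with the same number deviated together (r = 0.57), and results with the replicate number as a block are also given. With 2 arrays against 2, a two-sided permutation test cannot go below p = 0.333, and the number of arrays limits the precision of every value.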

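On these arrays, irs2a is represented by 1 probe, which the files list under a clone name and which was matched to irs2a through its RefSeq transcript. Its sequence, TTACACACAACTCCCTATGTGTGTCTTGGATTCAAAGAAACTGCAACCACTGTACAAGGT, is placed on chromosome 1 of danRer6 (Zv8) between 24250503 and 24263226, a span longer than the probe's 60 bases. The files do not give the exon. The normalized log2 intensity of irs2a was 10.36 ± 0.17 (SD, n = 2) in lalistat-treated larvae and 9.06 ± 0.17 (SD, n = 2) in DMSO-treated larvae. This difference is a log2 fold change of 1.30 with a standard error of 0.18. The rise was nearly equal in both replicates, 1.31 in replicate 1 and 1.30 in replicate 2. In limma's moderated test it fell just outside the P line drawn in Fig. S6B, and its Benjamini-Hochberg adjusted p was 0.253. With the replicate number as a block, the log2 fold change stayed at 1.30, irs2a passed both lines of that figure, and limma's adjusted p was 0.0642. Among the alternatives set before the data were examined, normexp background correction with quantile normalization gave 1.19 for irs2a, and leaving out 1 array gave from 1.18 to 1.42. Scaling to the spike-in control probes, added after the data were examined, gave 1.44.
The igfbp1a gene is represented by 3 probes on chromosome 20 of danRer6, which start at positions 5148372, 5148772 and 5149503. The log2 fold changes of these probes were 2.53, 2.71 and 2.69, with a mean of 2.64 and limma standard errors of 0.27, 0.32 and 0.34. All 3 probes passed both lines of Fig. S6B, although their adjusted p from limma was 0.161, 0.184 and 0.218. In the fit with the replicate block, the mean was 2.64 and limma's adjusted p was 0.0725, 0.0632 and 0.0944. The DMSO arrays differed more for igfbp1a than for irs2a. At the probe starting at 5148772 the DMSO arrays read 9.45 and 10.30 in replicates 1 and 2, against 12.61 and 12.55 on the lalistat arrays. At all 4 probes of irs2a and igfbp1a, both lalistat arrays read higher than both DMSO arrays. The paper cites these arrays together with the RT-qPCR of Fig. 6A for the induction of HIF target genes within 2 h. The arrays held no larvae lacking HIF, so they cannot show by themselves what caused the rise of irs2a and igfbp1a.

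**Figure D1:**
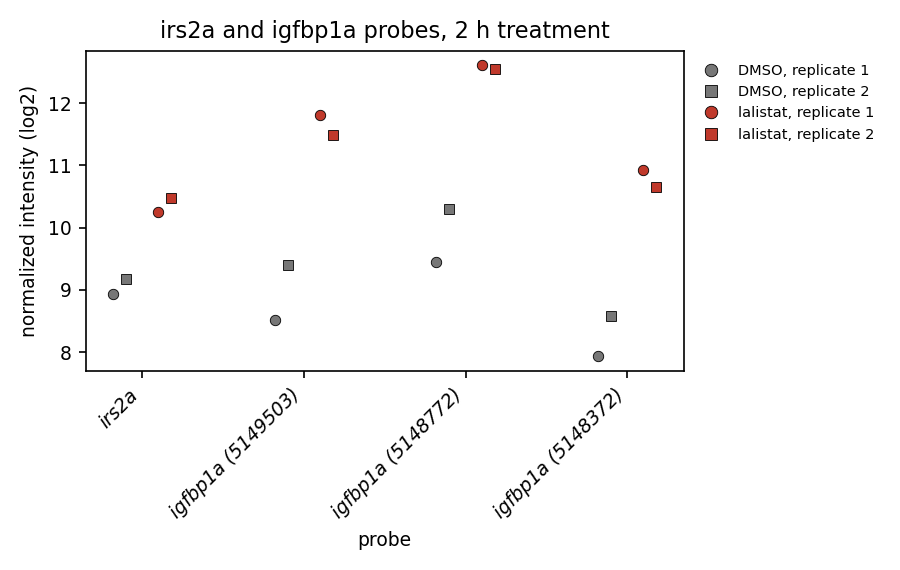
Normalized log2 intensity (vertical axis) of each irs2a and igfbp1a probe on the 4 arrays, with igfbp1a probes named by their start on chromosome 20; circles are replicate 1 and squares are replicate 2. The lalistat arrays lie above the DMSO arrays at each probe, by a log2 fold change of 1.30 for irs2a and of 2.53 to 2.71 for igfbp1a.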

In line with our cell experiments, treatment of zebrafish larvae with the lysosomal cholesterol export inhibitor U18666A activated SREBP target genes, but not HIF target genes (Fig. S6D). Next, we examined fatty acid signaling to HIF in adult animals. The HIFα ODD-Luc reporter mouse ubiquitously expresses a bioluminescent reporter consisting of firefly luciferase fused to the HIF1α oxygen degradation domain, which confers PHD-dependent regulation on luciferase activity. In published experiments, administration of a clinical PHD inhibitor increased luciferase activity, which was readily visualized in mouse liver and kidneys (37). Similarly, lalistat administration increased ODD-luciferase activity both in mouse liver (Fig. 6*B*, *anterior view*) and kidneys (Fig. 6*B*, *posterior view*). HIF controls erythropoietin expression in mouse kidney in response to hypoxia (38). Consistent with activation of endogenous HIF, lalistat treatment increased serum erythropoietin (Fig. 6*C*), indicating that lalistat reduced PHD enzyme activity *in vivo*. Thus, we conclude that limiting lipid supply by LAL inhibition can regulate HIF both during development and in adult animals.

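For the larvae, the response of further HIF targets can be read from the same 2 h arrays. The known HIF targets marked in Fig. 1B were matched by name to zebrafish genes, which gave 27 genes with probes for 19 of the 23 targets. No probe was matched for kdm3a, hilpda, spag4 or adm, and the paper measures ADM as a HIF target in Pa03c cells. Fig. 1B comes from human pancreatic cancer cells after a longer time in LPDS. No larvae under hypoxia were measured here to show whether these genes respond within 2 h. The median log2 fold change of the 27 genes was -0.01, and 11 of them had a value above 0. Among 10000 random gene lists of the same size and mean expression, this median stood at percentile 55.2, and the central 95% of the random medians ran from -0.08 to 0.06. The genes with the largest rise were pfkfb4b, with a log2 fold change of 1.14 averaged over its 3 probes, and pfkfb3, with 1.12. They code for enzymes that set the level of a regulator of glycolysis. The rise of pfkfb4b was nearly equal in both replicates (1.09 and 1.20), and 1 of its probes passed both lines of Fig. S6B, with an adjusted p of 0.227 from limma. With the replicate block all 3 of its probes passed, whereas that probe did not pass with normexp and quantile normalization, without a filter on dim probes or with spike-in scaling. The rise of pfkfb3 was 1.50 in replicate 1 and 0.74 in replicate 2, and none of its probes passed. The largest fall in the list was that of plin2, with a log2 fold change of -0.73, but it differed between the replicates (-0.24 and -1.23). With the HIF targets that the paper names in its text added (vldlr, fabp3, fabp7a, fabp7b, epoa, vegfaa, vegfab and insig2), the median was -0.02 over 35 genes. For the same arrays, Fig. S6B lists response to hypoxia among the GO terms enriched in the raised genes, which was not recomputed here. From the array and RT-qPCR results in larvae (Fig. 6A and Fig. S6), together with the reporter signal and serum erythropoietin of lalistat-treated mice (Fig. 6, B and C), the paper concludes that limiting lipid supply can regulate HIF in development and in the adult.

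**Figure D2:**
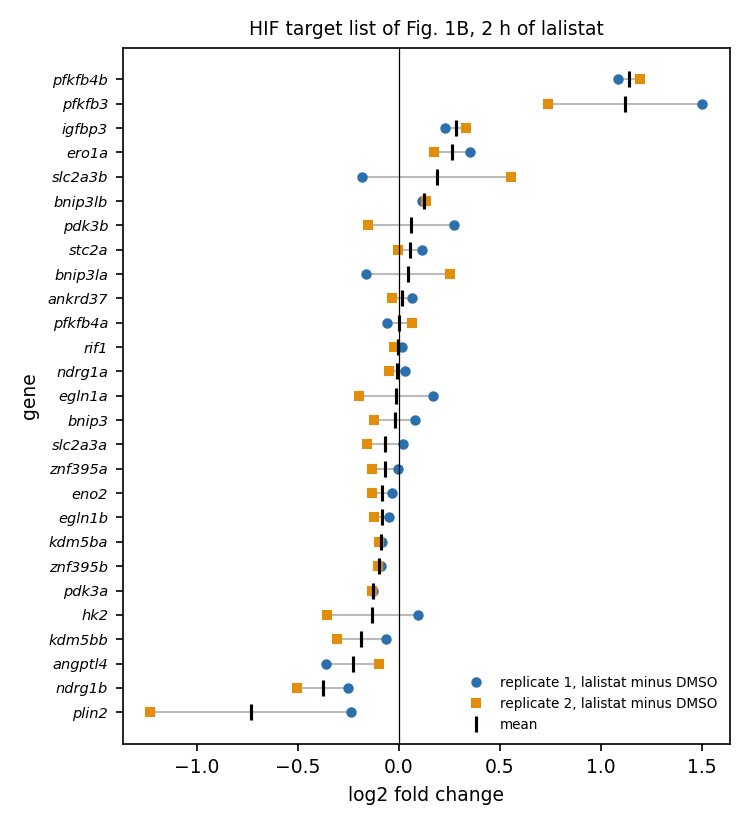
Log2 fold change (horizontal axis) of the 27 zebrafish genes named after the HIF targets of Fig. 1B, as the difference between the lalistat and DMSO arrays of replicate 1 (circles) and of replicate 2 (squares), with their mean (bars). Only pfkfb4b and pfkfb3 have a mean above 1, at 1.14 and 1.12, and the median gene is at -0.01.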

**Figure 6:**
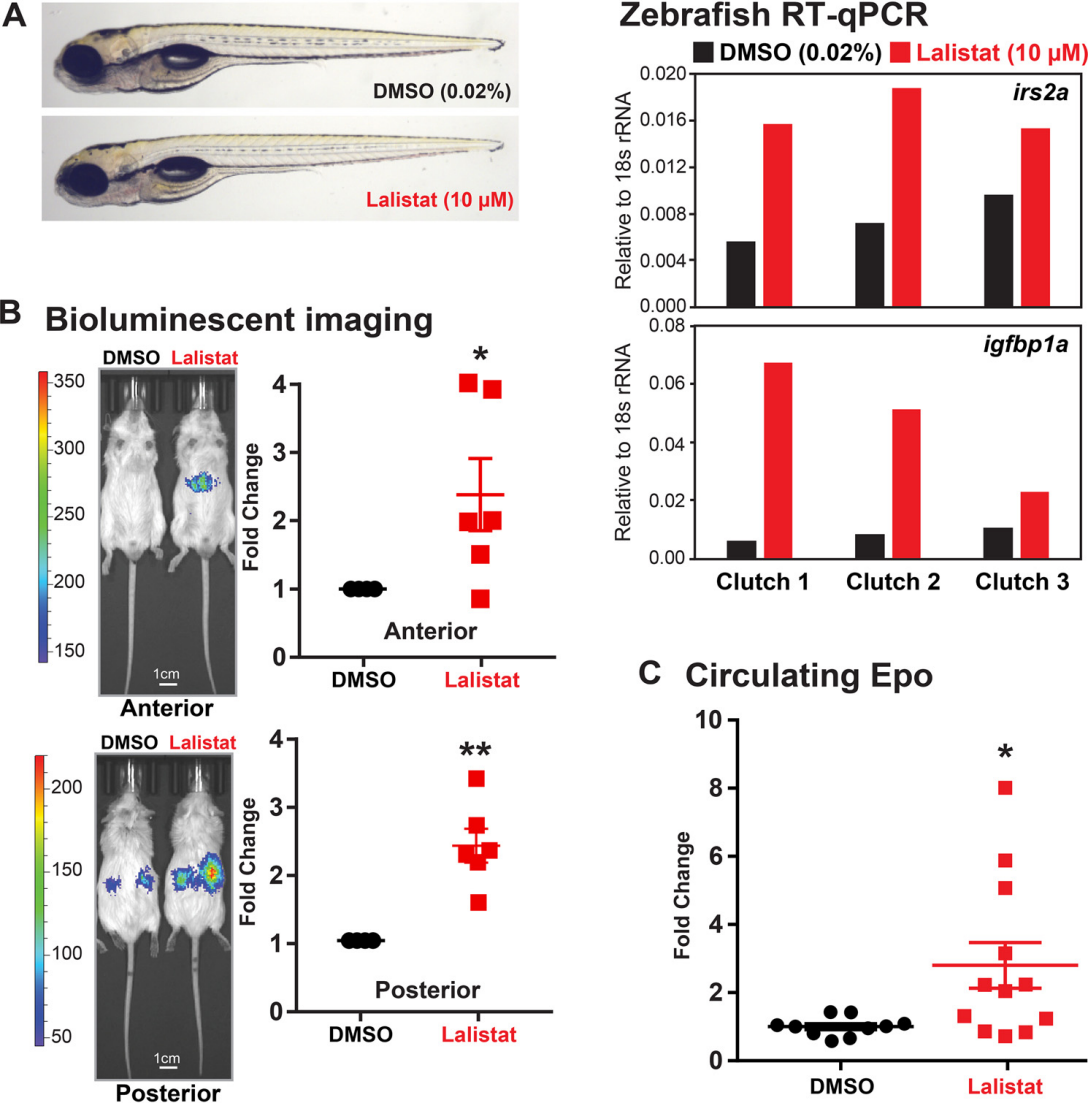
**LAL inhibition activates HIFα in animals.***A*, representative images of WT zebrafish larvae (5 days postfertilization) treated with lalistat (10 μm) or vehicle control DMSO (0.02%) for 2 h are shown. Expression of HIFα targets *irs2a* and *igfbp1a* (relative to *18s rRNA*, RNA pooled from five larvae) was analyzed using RT-qPCR. *B*, ODD-Luc mice received subcutaneous injection of either DMSO or lalistat (20 mg/kg) three times per week for 2 weeks. Shown are representative bioluminescent images (captured 2 min after luciferin injection) of ODD-Luc mice treated as indicated. Bioluminescent signals from lalistat-treated mice were normalized to vehicle control (*n* = 6, mean ± S.E. (*error bars*)). *p* values from a single-column *t* test (Lalistat *versus* DMSO) are shown: *, *p* < 0.05; **, *p* < 0.005. *C*, circulating Epo levels from lalistat-treated mice (*n* = 12, mean ± S.E.) were normalized to vehicle control (*n* = 10, mean ± S.E.). *p* values from a single-column *t* test (lalistat *versus* DMSO) are shown: *, *p* < 0.05.

## Discussion

Oxygen and lipids play essential roles in cell function. Given the importance of these molecules, it is not surprising that mechanisms exist to communicate between the pathways controlling their supply. Oxygen supply impacts lipid metabolism and homeostasis through multiple mechanisms. Molecular oxygen is required for cholesterol synthesis at four different reactions, and the stearoyl-CoA desaturase enzyme that produces oleate requires oxygen. Thus, lipid synthesis is directly tied to oxygen supply. Further, oxygen regulates activity of HMG-CoA reductase in isoprenoid and cholesterol synthesis by controlling the enzyme's stability (39). Under hypoxia, HIF induces expression of Insig2, which accelerates the degradation of HMG-CoA reductase and down-regulates isoprenoid synthesis. Insig2 also regulates SREBP transcription factors, but it is unknown whether HIF regulation of Insig2 also affects SREBP activity in mammalian cells. Finally, HIF-dependent gene expression regulates lipid homeostasis by controlling lipid uptake, storage, and catabolism through a variety of mechanisms (11, 12, 13, 14). These examples highlight ways in which oxygen and HIF control lipid homeostasis, but little is known about how lipids in turn might regulate HIF.

Here, we report the discovery of a signaling pathway between lipoprotein-derived fatty acids and HIF, the master regulator of oxygen homeostasis. Our data support the model outlined in Fig. 7. When cultured in the presence of lipoproteins, HIFα subunits are hydroxylated by PHD enzymes, ubiquitinylated, and degraded, thereby repressing activity of the heterodimeric HIF transcription factor. In the absence of lipoproteins, cells are depleted for the unsaturated fatty acid oleate, which leads to generation of mitochondrial ROS that inhibits PHD enzymes and up-regulates HIF. Low oxygen signals to HIF by decreasing a substrate for the PHDs. Whereas fatty acids also signal by controlling PHD activity, this is independent of oxygen signaling because fatty acid depletion increases HIF levels in the presence of oxygen. Many details of this new signaling pathway remain to be elucidated. However, its physiological importance is underscored by the fact that inhibiting the release of fatty acids from the lysosome activated HIF in two different animal models (Fig. 6).

**Figure 7:**
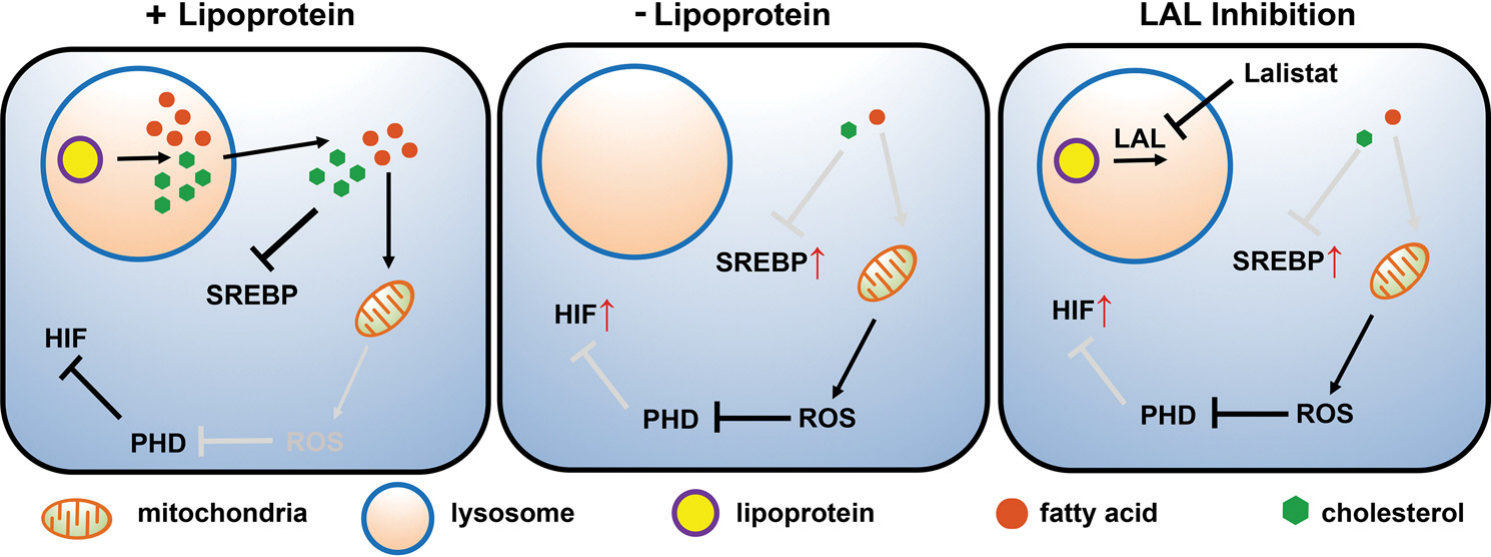
**Model for lipoprotein regulation of HIF and SREBP.***Left*, lipoproteins are directed to lysosomes through receptor-mediated endocytosis, where free cholesterol and fatty acids are released by LAL-catalyzed hydrolysis. Released cholesterol blocks SREBP activation, and fatty acids prevent ROS production from mitochondria. PHD remains active and hydroxylates prolyl residues on HIFα, which leads to its rapid degradation. *Middle*, in the absence of lipoproteins, cells are deprived of cholesterol and fatty acids, resulting in SREBP activation and mitochondrial stress. Mitochondrial-ROS production increases, thereby inactivating PHD and stabilizing HIFα. *Right*, upon LAL inhibition, cholesterol and fatty acids from cholesteryl esters and triglycerides are unavailable. Decreased cholesterol supply activates SREBP, and decreased fatty acid supply results in mitochondrial stress. As with lipoprotein depletion, stressed mitochondria produce ROS, which inactivates PHD and stabilizes HIFα. Organelles are not to scale.

Cells acquire fatty acids from three sources: lipoproteins in the form of cholesteryl esters and triglycerides, free fatty acids bound to serum albumin, and *de novo* synthesis. Our studies indicate that in cultured cancer cells, lipoproteins are an important source of unsaturated fatty acids required for normal cell function because lipoprotein depletion disrupted cellular homeostasis, leading to HIF activation. Human LDL repressed HIF signaling most efficiently in a pancreatic cancer cell line (Fig. 2*B*). VLDL also repressed HIF signaling, whereas HDL had little effect. This differential lipoprotein activity may be due to differences in lipid composition of the particles or cell-specific differences in lipoprotein receptor expression. Indeed, other lipoproteins or nonalbumin-bound extracellular lipids may also signal to HIF. A detailed understanding of the lipoprotein and lipid signaling requirements for this pathway will require further experiments.

Experiments using the LAL inhibitor lalistat demonstrated that lipoprotein-derived fatty acids are required to repress HIF when cells are cultured in the presence of lipoproteins. Cholesterol is transported from lysosomes through a well-described pathway that requires the cholesterol-binding proteins NPC2 and NPC1 (40). Chemical inhibition of NPC1 interrupted the supply of free cholesterol, as indicated by activation of SREBP, but had no effect on HIF (Fig. 5). Furthermore, delivery of cholesterol to cells failed to repress HIF in the absence of lipoproteins, suggesting that cholesterol does not signal to HIF. It is possible that cholesterol may signal to HIF in some settings but that levels of cholesterol synthesis in cells examined in this study are sufficient to support mitochondrial homeostasis in the absence of lipoproteins. How lipoprotein-derived fatty acids exit the lysosome is not well-understood. Indeed, an efficient mechanism must exist as hydrolysis of each cholesteryl ester molecule generates one molecule of cholesterol and one molecule of fatty acid. Future studies of this signaling pathway may reveal genes required for fatty acid transport.

In our studies, blocking lipoprotein-derived fatty acid supply inhibited PHD enzymes by a mitochondria-dependent pathway, preventing HIFα degradation. How mitochondria sense changes in fatty acid supply to regulate HIF is unknown at this point. Oleic acid is the most abundant fatty acid in serum (35), and the addition of oleic acid blocked LPDS-induced HIF activation (Fig. 5, *E* and *G*). Fatty acids vary in length of carbon chain and number of double bonds. It will be interesting to test whether fatty acids other than oleic acid, namely saturated fatty acids, polyunsaturated fatty acids, or short-chain/long-chain fatty acids, prevent HIF activation upon lipoprotein depletion. In addition to glucose, most tissues also utilize fatty acids as fuel, to generate ATP through β-oxidation in the mitochondria. Etomoxir, a carnitine palmitoyltransferase 1a inhibitor, blocks fatty acid oxidation by preventing the import of fatty acid into the mitochondria. Interestingly, etomoxir failed to activate HIF activation in the presence of lipoproteins (Fig. S5), indicating that fatty acids modulate mitochondrial function independently from β-oxidation. Fatty acids are also structural components of phospholipids, which are essential for proper membrane and organelle function. A decreased supply of oleate could perturb mitochondrial membrane homeostasis, leading to mitochondrial dysfunction. Alternatively, changes in membrane homeostasis could directly impact the function of nonmitochondrial membranes, which in turn indirectly impacts mitochondrial function. For example, alterations in plasma membrane function could lead to defects in nutrient uptake that in turn impact mitochondrial function. Future studies will map where fatty acids act to influence mitochondrial function.

Lipoprotein depletion decreased HIF1α prolyl hydroxylation, resulting in accumulation of HIF1α (Fig. 3*B*). Mechanistically, accumulation of HIF1α required mitochondrial DNA and a functional respiratory chain (Fig. 4). Lipoprotein depletion or inhibition of lysosomal fatty acid supply inhibited PHD enzyme activity *in vitro* (Figs. 3*C* and 5*D*), and the addition of lipoprotein, oleate, or the mitochondrial antioxidant mitoQ restored PHD enzyme activity (Figs. 3*C*, 4*D*, and 5*G*). PHD enzymes require reduced ferrous iron, molecular oxygen, and 2-oxoglutarate sodium salt (2OG) for hydroxylation activity. Hypoxia directly inactivates PHDs by limiting oxygen availability, and the regulation is independent of ROS or mitochondrial respiration (25) (Fig. 4, *A* and B). However, our cultured cell experiments and *in vitro* PHD activity assays were conducted at 21% oxygen, so an independent mechanism must regulate PHD activity in response to lipoprotein depletion. Accumulation of the TCA cycle intermediates succinate and fumarate can inhibit PHD activity in cells (29, 30), but these metabolites were unchanged or decreased upon lipoprotein depletion (Fig. 4*F*). Collectively, these data suggest that lipoprotein depletion leads to respiratory chain defects and generation of reactive species (*e.g.* ROS), which in turn inhibit PHD activity.

Our *in vitro* PHD activity assay recapitulated the lipid regulation of PHD activity observed in intact cells. The *in vitro* assay contains saturating amounts of 2OG and oxygen, indicating that factors other than substrate availability inhibit PHD activity. Data indicate that ROS can inactivate PHDs through oxidation of ferrous iron to ferric iron (27, 41); however, the PHD assay also included ascorbate to prevent the oxidation of ferrous iron and increase enzyme turnover (42). Accumulating evidence shows that post-translational modification of PHDs under oxidative condition results in enzyme inhibition (43, 44). Under lipoprotein depletion, PHD modification could result in protein damage and conformational changes. Alternatively, binding to the iron co-factor could be decreased. Whereas the *in vitro* assay data point to post-translational regulation of PHDs, additional mechanisms to inhibit PHD activity, such as iron oxidation, may be at play in intact cells. Considering the distinct mechanisms on HIF activation by lipid depletion and hypoxia, these two HIF signaling pathways likely operate in parallel and are integrated at the level of PHD activity. Understanding exactly how PHD enzyme activity is regulated by fatty acid supply will require further detailed studies.

Collectively, our studies reveal a new signaling pathway whereby serum lipoproteins regulate activity of HIF. As mentioned above, oxygen regulates lipid metabolism through HIF-dependent regulation of HMG-CoA reductase c and unsaturated fatty acid synthesis (39, 45). But why should fatty acids control HIF activity? Under hypoxia, HIFs transcriptionally activate glucose transporters, pyruvate dehydrogenase kinase, and lactate dehydrogenase to shift glucose metabolism from oxidative phosphorylation to glycolysis (46, 47). In parallel, HIFs induce *BNIP3* and *BNIP3L* to promote mitochondrial-selective autophagy (48). These processes allow cells to adapt to hypoxic conditions by maintaining energy production and reducing hypoxia-induced mitochondrial ROS release when oxygen supply is low (3). Accumulating evidence also shows that hypoxia regulates lipid uptake (*FABP3/7*, *VLDLR*), storage (*PLIN2*, *ADFP*), and catabolism (*MCAD*, *LCAD*) in an HIF-dependent manner, so HIF may be activated to restore homeostasis (10, 11, 12, 13, 14). HIF is increasingly recognized as part of an antioxidant response that diverts pyruvate from the TCA cycle toward lactate production as a mechanism for reducing mitochondrial-derived ROS (49). As discussed above, respiratory chain–derived ROS may mediate the signal from mitochondria to PHDs, indicating mitochondrial stress under lipoprotein depletion. HIF activation may serve to down-regulate mitochondrial function as part of a cellular stress response.

The function of this signaling pathway in animals remains to be determined. In addition to cultured cells, we observed lipoprotein regulation of HIF in both developing and adult animals (Fig. 6), demonstrating its physiological relevance. *In vivo*, tissues acquire oxygen and lipoprotein from blood, and these two inputs may collaborate to regulate HIF-dependent production of blood vessels and red blood cells through activation of erythropoietin and VEGF, respectively. HIF activation is a common feature of poorly vascularized, solid tumors. To date, HIF activation has been attributed to low oxygen. However, tumors are similarly depleted of other nutrients; one of which could be lipoproteins. Although speculative, a lack of oleate supply could contribute to HIF activation in solid tumors. If true, these studies would have direct implications for the effect of dietary fatty acids on tumor metabolism. In conclusion, this study reveals that cellular lipid supply regulates HIF activity in an entirely new and unappreciated fashion, necessitating an examination of the contributions of lipid in control of HIF in normal physiology and disease.

## Experimental procedures

### Materials

We obtained reagents from the following manufacturers with catalog numbers in parentheses: RNA-STAT 60 from Tel-Test, Inc.; RNase-free DNase I (10104159001) and 1× cOmplete protease inhibitor without EDTA (11873580001) from Roche Applied Science; blocker casein in PBS (37528) and B-PER bacterial protein extraction reagent (78243) from Thermo; random primer mix (S1330), M-MuLV reverse transcriptase (M0253L), murine RNase inhibitor (M0314L), and Gibson Assembly Master Mix (E2611L) from New England Biolabs; GoTaq real-time PCR mix (A6002) from Promega; fetal bovine serum (FBS) (F2442, lot 15C376), lipoprotein-deficient serum (LPDS) (S5394, lot SLBQ5608V, prepared from fetal bovine serum F2442, lot 15C376), bovine lipoproteins (L4646), cholesterol (C8503), cholesterol/methyl-β-cyclodextrin complex (C4951), BSA/fatty acid–free (A8806), puromycin dihydrochloride (P8833), emetine dihydrochloride hydrate (E2375), ammonium pyrrolidine dithiocarbamate (PDTC, P8765), *N*-acetyl-l-cysteine (A9165), uridine (U3750), ascorbic acid (A5960), DFO (D9533), ethidium bromide (E7637), TPMP (468002; control for MitoQ), mevalonolactone (M4667; for sodium mevalonate preparation), oleic acid–albumin (O3008), d-luciferin synthetic (L9504), lalistat (for mouse experiment; SML2053), 2OG (K1875), and Amicon Ultra-15 centrifugal filter unit (UFC901008) from Sigma–Aldrich; LPDS (BT-907) from Alfa Aesar; DMOG (D1070) from Frontier Scientific; fetal bovine serum, heat-inactivated (S11150H) from Atlanta Biologicals; cell culture medium high-glucose DMEM (10-013) and sodium pyruvate (25-000-CI) from Corning Cellgro; penicillin-streptomycin (15140122), pHrodo-green–Dextran (P35368), Alexa Fluor 568–Dextran (D22912), and intracellular pH calibration buffer kit (P35379) from Thermo Fisher Scientific; PolyFect transfection reagent (301107) from Qiagen; site-1 protease inhibitor PF-429242 from Shanghai API Chemicals (947303-87-9); human lipoprotein/low density (437644), human lipoprotein/high density (437641), human lipoprotein/very low density (437647), *N*-acetyl-leucinyl-leucinyl-norleucinal (ALLN; 208719) from Millipore; U18666A (1638) and lalistat (for cell culture and zebrafish experiments; 6099) from Tocris Biosciences; ebselen (70530), oleic acid (90260), linoleic acid (90150), palmitic acid (10006627), and stearic acid (10011298) from Cayman Chemical; Mitoquinone mesylate (MitoQ) (317102) from Fisher; 3,3′,5,5′-tetramethylbenzidine (TMB) ELISA peroxidase substrate (TMBE-100) from Rockland. The Maxisorp ELISA plate (423501) was from NUNC. Disposable PD-10 desalting columns (17-0851-01) were from GE Healthcare. Oligonucleotides were made by Integrated DNA Technologies. Other general chemicals were obtained from Sigma or Thermo Fisher Scientific.

### Antibodies

We used the following antibodies: mouse monoclonal anti-HIF1α (clone 54, BD Biosciences, 610959); rabbit polyclonal anti-hydroxy-HIF1α-Pro-402 (Millipore, 07-1585); rabbit monoclonal anti-hydroxy-HIF1α-Pro-564 (clone D43B5, 3434), rabbit monoclonal anti-ARNT (clone D28F3, 5537), rabbit monoclonal anti-LSD1 (clone C69G12, 2184), and rabbit polyclonal anti-HDAC1 (2062) from Cell Signaling Technology; rabbit polyclonal anti-HIF2α (Novus Biologicals, NB100-122), mouse monoclonal anti-SREBP1 (clone 2A4, SC-13551), mouse monoclonal anti-Rieske FeS (RISP) (clone A5, SC-271609), and anti-PCNA (clone PC10, #SC-56) from Santa Cruz Biotechnology, Inc.; rabbit anti-thioredoxin (T0803) from Sigma; IRDye 800CW– or IRDye 680RD–conjugated goat anti-mouse or anti-rabbit secondary IgG from LI-COR; Alexa 594–conjugated goat anti-mouse (A11005) IgG from Invitrogen; and peroxidase affiniPure goat anti-rabbit IgG (111-035-144) from Jackson ImmunoResearch Laboratories.

### Animals

For zebrafish experiment, all procedures were approved by the Carnegie Institution Animal Care and Use Committee. WT (AB background) embryos were collected from natural spawning and raised in zebrafish embryo medium (50). The standard length of zebrafish larvae was measured from snout to caudal peduncle (51). For mouse experiments, all procedures were approved by the Institutional Animal Care and Use Committee at Johns Hopkins University School of Medicine. ODD-Luc bioluminescent reporter mice (FVB.129S6-*Gt*(*ROSA)26Sor^tm2(HIF1A/luc)Kael^*/J) expressing Hif-1α oxygen-dependent degradation domain fused to luciferase were obtained from the Jackson Laboratory (006206) (37). Mice were housed in a controlled environment with a 14-h light/10-h dark cycle and constant temperature (23 °C) and had free access to food (Teklad, 2018SX) and water. Homozygous male mice (∼7 weeks old) were used for all experiments. Over a 2-week treatment, lalistat or control solvent DMSO, was administrated subcutaneously at 20 mg/kg body weight three times a week, for a total of six injections (52). On the day following the final lalistat injection, all mice underwent IVIS imaging, followed by blood and tissue harvesting.

### In vivo luciferase activity assay

Mice were given 50 mg/kg body weight d-luciferin intraperitoneally under isoflurane-induced deep anesthesia. Mice were placed in a light-tight chamber of a Xenogen IVIS Spectrum Optical Imaging Device equipped with a photon-collecting camera (IS1651N7095, Andor, iKon). Live images were taken 2 min after d-luciferin injection at a fixed exposure time (0.5 s) for all studies and analyzed using Living Image software (IVIS Spectrum series 4.5.2.18424).

### Erythropoietin ELISA

Whole blood from the ODD-Luc bioluminescent reporter mice treated with Lalistat or vehicle control as described above was collected via cardiac puncture under deep anesthesia induced by inhalation of isoflurane into a 1.5-ml Eppendorf tube. Samples were kept on ice for 60 min and then spun at 2,000 rpm for 30 min at 4 °C. Serum was transferred to a new tube for erythropoietin analysis using a commercial ELISA kit specific for mouse erythropoietin (R&D Systems) according to the manufacturer's instructions.

### Cell culture

Cells were maintained in monolayer culture at 37 °C in 5% CO_2_. Pa03c is a human pancreatic cancer cell line that was generously provided by Dr. Anirban Maitra (Sidney Kimmel Comprehensive Cancer Center, Johns Hopkins University) (53). HEK293, HepG2, U2OS, ACHN, and BxPC3 were obtained from the American Type Culture Collection and maintained according to the supplier's instructions. WSC155 is a Pa03c-derived *HIF1A HIF2A* double knockout line, WSC238 is a Pa03c-derived *UQCRFS1* knockout line, and WSC55 is a Pa03c-derived *SCAP* knockout line (54). WSC238 and mitochondrial DNA–deficient ρ^0^ cells were maintained in DMEM (containing 100 units/ml penicillin and 100 μg/ml streptomycin sulfate) supplemented with 2 mm sodium pyruvate and 50 μg/ml uridine. WSC55 cells were maintained in DMEM (containing 100 units/ml penicillin and 100 μg/ml streptomycin sulfate) supplemented with 10% FBS, 5 μg/ml cholesterol, 1 mm sodium mevalonate, 20 μm sodium oleate. All other cells were maintained in DMEM (containing 100 units/ml penicillin and 100 μg/ml streptomycin sulfate) supplemented with 10% FBS. For experiments, cells were set up on day 0 at 3 × 10^6^ cells/100-mm dish (for Pa03c and derived lines) or 1 × 10^6^ cells/100-mm dish (for other cell lines) in maintaining medium. On day 1, cells were washed once by PBS and then refed with DMEM (containing 100 units/ml penicillin and 100 μg/ml streptomycin sulfate) supplemented with 10% FBS (Sigma F2442, lot 15C376) or matched LPDS (S5394, lot SLBQ5608V) for the indicated time. For hypoxic treatment, cells were incubated at 37 °C in a cell culture incubator (Series CB, BINDER) under 5% CO_2_ and different O_2_ concentrations.

### Preparation of BSA-conjugated oleic acid

The BSA-conjugated oleic acid preparation has been described previously (55). 45 mg of oleic acid were transferred to a glass beaker (50 ml) containing 1 ml of ethanol; 50 μl of NaOH (5 m) were added to the beaker to mix thoroughly. The ethanol was removed under nitrogen. The dried sodium oleate was solubilized in 5 ml of 150 mm NaCl and heated for 5 min at 60 °C. Then 6.25 ml of ice-cold 24% (w/v) bovine albumin (fatty acid–free) in 150 mm NaCl were added rapidly, and the clear solution was stirred for an additional 10 min. The final volume is adjusted to 12.5 ml with 150 mm NaCl and kept frozen at −20 °C until use. The final oleic acid concentration was 12.7 mm.

### Generation of knockout lines using CRISPR-Cas9 in Pa03c cells

Pa03c-derived *HIF1A HIF2A*-double knockout line WSC155 and *UQCRFS1* knockout line WSC238 were generated by CRISPR-Cas9–mediated genome editing. Human *HIF1A* gene (NM_001530.3) contains 15 exons and is translated into an 826-aa protein. A CRISPR guide RNA (gRNA) to target sequence 702–721 nucleotides (5′-GTTATGGTTCTCACAGATGA-3′) located in exon 3 (ENSE00003474252) was cloned into the Cas9-gRNA vector PX459 (Addgene 48139) (56). Human *HIF2A* gene (NM_001430.4) contains 16 exons and is translated into an 870-aa protein. A CRISPR gRNA to target antisense sequence 677–696 nucleotides (5′-GCTGATTGCCAGTCGCATGA-3′) located in exon 2 (ENSE00003556558) was cloned into the Cas9-gRNA vector PX459. Human Rieske iron-sulfur protein (RISP)-coding gene *UQCRFS1* (NM_006003.2) contains two exons and is translated into a 274-aa protein. A CRISPR gRNA to target antisense sequence 226–245 nucleotides (5′-AGGTCCAACACAGGCTGCTC-3′) located in exon 1 (ENSE00001124397) was cloned into the Cas9-gRNA vector PX459. To generate *HIF1A HIF2A*-double knockout line or *UQCRFS1* knockout line, Cas9-gRNA plasmids targeting both *HIF1A* and *HIF2A* or *UQCRFS1* were transfected into Pa03c cells using PolyFect transfection reagent (Qiagen). Transfected Pa03c cells were selected for growth in the presence of 1.5 μg/ml puromycin for 9 days. Single clones were isolated by dilution cloning. Genomic DNA flanking the gRNA target site was amplified by standard PCR and then sequenced by Sanger sequencing. Primer sequences are human *HIF1A* forward (5′-TAGCTTCTGGCCTGCACTTT-3′) and reverse 5′-CTTACCATTTCTGTGTGTA-AGC-3′), human *HIF2A* forward (5′-GGTTGTGTGTGGCTCAGACA-3′) and reverse (5′-GTGTTCTCCACAGCCTCTGG-3′), and human *UQCRFS1* forward (5′-GCAGGACTGCAGAAT-TTCCT-3′) and reverse (5′-CCAGCCCGACCTGATTCAGG-3′). One isolated clone, D11 (WSC155), contains a 1-bp deletion in *HIF1A* and both a 1-bp insertion and 7-bp deletion in *HIF2A* alleles. Knockout of *HIF1A HIF2A* was further confirmed by immunoblotting (Fig. S1D). One isolated clone G5 (WSC238) contains a 47-, 58-, and 88-bp deletion at the *UQCRFS1* locus, and the loss of UQCRFS1 was further validated by immunoblotting (Fig. S4A).

### Generation of mitochondrial DNA-deficient Pa03c cells

Mitochondrial DNA–deficient Pa03c ρ^0^ cells were generated using the ethidium bromide method (57). Briefly, Pa03c cells were selected in DMEM (containing 100 units/ml penicillin and 100 μg/ml streptomycin sulfate) supplemented with 50 ng/ml ethidium bromide, 2 mm sodium pyruvate, and 50 μg/ml uridine for 4 weeks. At the end of 4 weeks of exposure to ethidium bromide, cells were maintained in DMEM (containing 100 units/ml penicillin and 100 μg/ml streptomycin sulfate) supplemented with 2 mm sodium pyruvate and 50 μg/ml uridine. Total DNA was extracted using a Qiagen DNA blood minikit, and relative mitochondrial DNA copy number measurement was conducted using real-time PCR using primers targeting β_2_-microglobulin (forward, 5′-TGCTGTCTCC-ATGTTTGATGTATCT-3′; reverse, 5′-TCTCTGCTCCCC-ACCTCTAAGT-3′) and mitochondrially encoded tRNA leucine 1 (UUA/G) (forward, 5′-CACCCAAGAACAGGGTT-TGT-3′; reverse, 5′-TGGCCATGGGTATGTTGTTA-3′), respectively (58).

### Generation of HIF reporter line and flow cytometry

To construct the 5×HRE::ODD-GFP reporter plasmid, DNA sequence coding for human HIF1α_530–603_ was inserted 5′ of the GFP coding sequence in 5×HRE/GFP plasmid, which contains five copies of a 35-bp fragment from the hypoxia-responsive element (HRE) of the human *VEGF* gene and a human cytomegalovirus minimal promoter followed by GFP coding sequence (Addgene 46926) (59). The neomycin resistance gene downstream of the SV40 promoter was replaced by the hygromycin resistance gene. To generate Pa03c-derived 5×HRE::ODD-GFP reporter line WSC190, parental Pa03c cells were first infected by Cas9 lentivirus (Addgene 52962). Cells resistant to blasticidin (10 µg/ml) were transfected with 5×HRE::ODD-GFP plasmid and selected under 150 µg/ml hygromycin B. Clones resistant to both blasticidin and hygromycin B were isolated by dilution cloning. Clone WSC190 showed the greatest GFP induction upon iron chelator deferoxamine treatment. For flow cytometry analysis, Pa03c or WSC190 cells were seeded in a 6-well plate and treated under the indicated conditions for 24 h. Cells were trypsinized, resuspended in FACS buffer (1% FBS, 1 mm sodium EDTA, 25 mm HEPES, 155 mm NaCl, 1 mm KH_2_PO_4_, 3 mm Na_2_HPO_4_, pH 7.4), and assayed by an Attune NxT flow cytometer (Invitrogen). Data were analyzed and plotted using FlowJo software.

### Cell fractionation and immunoblotting

Mammalian cell fractionation has been described previously (60). Briefly, cultured cells (2–5 × 10^6^ cells) were allowed to swell in 0.5 ml of hypotonic buffer A (10 mm HEPES-KOH, pH 7.6, 10 mm KCl, 1.5 mm MgCl_2_, 1 mm sodium EDTA, 1 mm sodium EGTA, 250 mm sucrose, and a mixture of protease inhibitors: 5 μg/ml pepstatin A, 10 μg/ml leupeptin, 0.5 mm phenylmethylsulfonyl fluoride, 1 mm DTT, and 25 μg/ml ALLN) for 30 min on ice, quickly passed through a 22G1/2-gauge needle 30 times, and centrifuged at 890 × *g* at 4 °C for 5 min to pellet nuclei. The nuclear pellet was resuspended in 0.1 ml of buffer C (20 mm HEPES-KOH, pH 7.6, 0.42 m NaCl, 2.5% (v/v) glycerol, 1.5 mm MgCl_2_, 1 mm sodium EDTA, 1 mm sodium EGTA, and a mixture of protease inhibitors: 5 μg/ml pepstatin A, 10 μg/ml leupeptin, 0.5 mm phenylmethylsulfonyl fluoride, 1 mm DTT, and 25 μg/ml ALLN). The suspension was rotated at 4 °C for 1 h and centrifuged at 20,000 × *g* at 4 °C for 20 min. The supernatant was transferred to a new tube and designated as nuclear extract. Protein concentration in nuclear extracts was measured using the BCA Kit (Pierce), and samples were mixed with 5× SDS loading buffer (150 mm Tris-HCl, pH 6.8, 15% SDS, 25% (v/v) glycerol, 0.2% bromphenol blue, and 12.5% (v/v) β-mercaptoethanol) to a final concentration of 1×. After boiling at 100 °C for 5 min, protein samples (50 μg/lane) were separated by SDS-PAGE and transferred to nitrocellulose membranes using the Trans-Blot Turbo Transfer system (Bio-Rad), and membranes were incubated with primary antibodies indicated in the figure legends. Bound primary antibodies were visualized with IRDye 800CW or IRDye 680RD-conjugated goat anti-mouse or anti-rabbit IgG (working concentration: 0.2 μg/ml) using the LI-COR Odyssey CLx system according to the manufacturer's instruction. Working concentrations of primary antibodies were anti-HIF1α (0.25 μg/ml), anti-hydroxy-HIF1α-Pro-402 (1 μg/ml), anti-hydroxy-HIF1α-Pro-564 (1 μg/ml), anti-ARNT (1 μg/ml), anti-HIF2α (1 μg/ml), anti-PCNA (0.2 μg/ml), anti-HDAC1 (1 μg/ml), anti-RISP (0.2 μg/ml), anti-LSD (1:1,000), and anti-SREBP1 (5 μg/ml). Signal intensities of proteins were quantified by Image Studio software (LI-COR). To compare HIF1α levels between different conditions, normalized HIF1α signals were calculated by dividing signals from loading controls. -Fold change relative to the control condition was calculated by assigning HIF1α signal in the control as 1 and then performing a single-column *t* test.

### Gene expression analysis

Genome-scale gene expression analysis was conducted by the Sidney Kimmel Comprehensive Cancer Center at the Johns Hopkins Microarray Core Facility using Illumina HumanHT-12 bead arrays or the Agilent Zebrafish Gene Expression Microarray, respectively. RNA samples for microarray analysis were prepared using the Qiagen RNeasy RNA kit (human cells) or Zymo Direct-zol RNA kit (zebrafish larvae), respectively. In the microarray analysis of Pa03c cells, genes with a *p* value lower than 0.1 and signal higher than 100 in WT cells cultured in LPDS were selected for further analysis. Ninety-nine genes whose expression in Pa03c cells cultured in LPDS was up-regulated ≥2-fold compared with FBS were further analyzed for GO term enrichment using GOrilla (61). Redundant GO terms were trimmed using REVIGO (62), and GO terms with frequency higher than 2% were not shown (considered as not specific). The clustered heatmap containing all 99 up-regulated genes was generated using GenePattern 2.0 (63). In zebrafish microarray analysis, larvae (5 dpf) from three clutches were treated with vehicle (DMSO), U18666A (2 μm), or lalistat (25 μm), respectively (four animals in each arm) for 24 h. Differentially expressed probes were identified using the Limma package from Bioconductor (64). Data were loaded into the Shiny Volcano Plot website to generate the volcano plot (RRID:SCR_019194). RT-qPCR analysis of mRNA transcript abundance has been described previously (54). Briefly, total RNA (2 μg) was treated with RNase-free DNase I at room temperature for 15 min and followed by the addition of EDTA to a final concentration of 2.5 mm and incubation at 65 °C for 10 min. cDNA was synthesized using random primer mix and M-MuLV reverse transcriptase according to the manufacturer's instructions (New England Biolabs). cDNAs of the tested genes were quantified by real-time PCR using SYBR Green qPCR master mix. To compare expression of genes of interest under different conditions, the -fold change relative to control conditions was calculated with the ΔΔ*Ct* method using 36B4 (human cells) or 18S rRNA (zebafish) as the internal reference. The *p* value was calculated from three biological replicates using a single-column *t* test. Real-time PCR primer sequences are human *HIF1A* (forward, 5′-CTGGCTACAATACTGCACAAAC-3′; reverse, 5′-TGTGATCCAGCATTAAAGAACATAC-3′), human *HIF2A* (forward, 5′-CTTAGTCATGGTGT-TGCGTAAATC-3′; reverse, 5′-CGTCAGTAACCCTTCAAGTTCT-3′), human *ARNT* (forward, 5′-ACCCACA-ACCAGAGGAATCTA-3′; reverse, 5′-TGTCAGGATCAGGAGGACAA-3′), human *VHL* (forward, 5′-GGTGAAACC-TCATCTCCACTT-3′; reverse, 5′-GATTTCCTGACCTC-GTGATCC-3′), human *PHD1* (forward, 5′-CTGCTTCT-GACTTTGCCTCT-3′; reverse, 5′-CAAAGGTCTCTTC-TCCTCCTTG-3′), human *PHD2* (forward, 5′-ACTATCT-GTGGGTTGTGCTTG-3′; reverse, 5′-GGCCATCCTGAT-TTCTTGATCT-3′), human *PHD3* (forward, 5′-CACTGT-GGTTGGCAGTATGA-3′; reverse, 5′-CAGTGCGATC-TGTGCTTACT-3′), human *FIH1* (forward, 5′-GTGGT-TGCTGAAAGGGAAAC-3′; reverse, 5′-CCACTAGGTC-CTCTCATCTCT-3′), human *HMGCS1* (forward, 5′-GGTGTGCTCCTGAATCAGTTCATGGT-3′; reverse, 5′-AGGACTGCAACAACAAACTCCCTC-3′), human *ADM* (forward, 5′-TCGGACTCTGGTGTCTTCTAA-3′; reverse, 5′-GTACCATGGGCGCCTAAAT-3′), human *BNIP3* (forward, 5′-TGGATGCAGGTTGTCTACTAAAG-3′; reverse, 5′-AGCTGAGTTTGTAGCTCTATCTTG-3′), human *PFKFB4* (forward, 5′-CTGGAGGGTAGCACATCTTTC-3′; reverse, 5′-TAGCAGAGCAGCACACAAG-3′), zebrafish *18s rRNA* (forward, 5′-TGCAGAACCCTCGCCAGTACAAAATCCCAG-3′; reverse, 5′-CCAGAAGTGACGGAGACCACGGTGAGCCCT-3′), zebrafish *igfbp1a* (forward, 5′-CTTCTGAACTTCTTC-TGGGTGG-3′; reverse, 5′-CCCGTTATGAGACTCCGGATGAT-3′), and zebrafish *irs2a* (forward, 5′-ACACAGCTCT-GCCTCCGTAGA-3′; reverse, 5′-ACACAGCTCTGCCTCCGTAGA-3′).

### Indirect immunofluorescence microscopy

Pa03c cells were seeded on day 0 at a density of 5 × 10^4^ cells/well (6-well plate, 22 × 22-mm coverslip per well) in DMEM supplemented with 10% (v/v) FBS. On day 1, cells were washed with PBS and then incubated for 16 h under different culture conditions. Cells were processed for indirect immunofluorescence as described previously (65). Briefly, cells were fixed in freshly prepared 3% (w/v) paraformaldehyde in PBS at room temperature for 10 min and then permeabilized by 0.5% (v/v) Triton X-100/PBS (pH 7.4), 100 mm glycine for 3 min at room temperature. Primary antibodies (anti-HIF1α; 1:250) and secondary antibodies (Alexa-594 goat anti-mouse IgG; 1:250) in 1% BSA/PBS (pH 7.4), 100 mm glycine were incubated with coverslips at room temperature for 30 min each. Coverslips were washed three times with PBS (pH 7.4), 100 mm glycine after each incubation. Coverslips were then mounted to slides and dried in the dark overnight before visualization using a Zeiss AXIO Imager-M2 microscope. Images were captured by Zeiss Plan-Neofluar ×100/1.30 numerical aperture oil objective and processed using iVision software.

### In vitro PHD activity assay

The *in vitro* PHD activity assay was developed based on a similar plate-based assay (66). Pa03c cells were seeded (3 × 10^6^ cells/10-cm dish) on day 0. On day 1, cells were washed with PBS once and then refed with fresh medium with the indicated supplements for 17 h. Cells were trypsinized, washed once with PBS, and then resuspended in 1 ml of ice-cold hypotonic buffer (5 mm NaCl, 1.5 mm MgCl_2_, 20 mm HEPES-KOH, pH 7.5). One-tenth of cell suspensions (100 µl) were used for protein estimation by BCA assay. Remaining cells were centrifuged at 400 × *g* for 5 min at 4 °C, and the cell pellets were stored at −80 °C until lysis. Cell pellets were lysed in lysis buffer (5 mm KCl, 1.5 mm MgCl_2_, 1 mm 2OG, 1× cOmplete Protease Inhibitor without EDTA, 5 mm β-mercaptoethanol, 2 mm ascorbate, 1% (v/v) IGEPAL, 20 mm HEPES-KOH, pH 7.5). The lysates were centrifuged at 17,000 × *g* for 15 min at 4 °C, and then supernatants were used in the assay. Wells of Maxisorp ELISA plate were coated overnight with 0.5 µg of His_8_-GST-ODD1 in PBS (100 µl) at 4 °C and then blocked with casein for 1 h at room temperature. All subsequent procedures were conducted at room temperature. Cell lysates were serially 2-fold diluted, in duplicate, in 100 µl of reaction buffer (5 mm KCl, 1.5 mm MgCl_2_, 1 mm 2OG, 1×cOmplete Protease Inhibitor without EDTA, 5 mm β-mercaptoethanol, 2 mm ascorbate, 20 mm HEPES-KOH, pH 7.5), from 100 to ∼1.56 µg/well. Cell lysates were omitted from control wells. Cell lysates were incubated for 1 h, and then the wells were washed three times with 200 µl of wash buffer (100 mm NaCl, 10% (w/v) blocker casein, 0.05% (v/v) Tween 20, 20 mm Tris-HCl, pH 7.5). To detect hydroxylated ODD1, wells were incubated with 1.33 µg/ml VBC (67) in binding buffer (100 mm NaCl, 50 mm Tris-HCl, pH 7.5) for 15 min. Anti-thioredoxin primary antibody (1:8,000 in binding buffer) was added to each well containing the VBC solution for 30 min. Thereafter, goat anti-rabbit horseradish peroxidase–conjugated secondary antibody (1:400) was added to the wells for 30 min. After washing the wells three times with 200 µl of wash buffer, bound horseradish peroxidase was detected by the addition of 100 µl of TMB substrate for 5 min. The reaction was stopped by the addition of 100 µl of 1 m H_2_SO_4_, and absorbance at 450 nm was measured using a microplate reader (BMG Labtech). Specific absorbance was calculated by subtracting the no-lysate control readings from all the measurements of a particular treatment. The normalized PHD activities were determined by taking the ratio of the specific absorbance values from different treatments to the values of FBS control. A four-parameter log logistic dose-response curve (Hill equation) was fit to the results using the drc package in R (68). From the models, normalized PHD activity at 25 µg of cell lysate was predicted for each treatment, which was then represented as a bar plot with Student's *t* test significance values.

### Lysosomal pH measurement

Lysosomal pH was measured as described previously, with modifications (69). Briefly, Pa03c cells were seeded (6 × 10^5^ cells/6-well plate) on day 0. On day 1, cells were refed with fresh medium with pH-sensitive pHrodo-green–Dextran (5 μg/ml) together with pH-insensitive Alexa Fluor 568–Dextran (10 μg/ml) for 24 h, washed twice with PBS, and then chased in the indicated conditions for an additional 16 h. Cells for lysosomal pH calibration were trypsinized and then incubated in calibration buffer (pH 4.5, 5.5, 6.5, and 7.5) with 10 μm K^+^/H^+^ ionophore nigericin and 10 μm K^+^ ionophore valinomycin for 5 min at 37 °C. Treated sample cells were trypsinized and then resuspended in FACS buffer (1% FBS, 1 mm sodium EDTA, 25 mm HEPES, 155 mm NaCl, 1 mm KH_2_PO_4_, 3 mm Na_2_HPO_4_, pH 7.4). Cells were gated on a forward scatter and side scatter. pH-sensitive pHrodo Green signal (BL1) and pH-insensitive Alexa-568 signal (YL2) from single cells were obtained. A four-point linear pH calibration curve with different pH values (4.5, 5.5, 6.5, and 7.5) was generated using BL1/YL2 ratios from calibration controls, and lysosomal pH of treated samples was calculated using the calibration curve. *p* values were calculated from four biological replicates using one-way ANOVA.

## Data availability

Microarray data have been deposited in the GEO, with accession codes GSE129432, GSE129433, and GSE129434.

# Supplementary material for: Serum lipoprotein–derived fatty acids regulate hypoxia-inducible factor
**Source:** J Biol Chem. 2021 Jan 13;295(52):18284–300. doi: 10.1074/jbc.RA120.015238
**Supplement:** Supplementary file 1

# **Supporting Information**

## **Serum lipoprotein-derived fatty acids regulate hypoxia-inducible factor**

Wei Shao, Jiwon Hwang, Chune Liu, Debaditya Mukhopadhyay, Shan Zhao, Meng-Chieh Shen, Ebru S. Selen Alpergin, Michael J. Wolfgang, Steven A. Farber, Peter J. Espenshade

## A Generating *HIF1A* *HIF2A* double KO line

***HIF1A* Exon 3** HIF1A Guide PAM

WT: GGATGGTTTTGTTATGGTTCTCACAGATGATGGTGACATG  
 #D11: GGATGGTTTTGTTATGGTTCTCACAG-TGATGGTGACATG

***HIF2A* Exon 2** PAM HIF2A Guide

WT: TGGACAAGGCCTCCATCA-TGCGACTGGCAATCAGCTTCC  
 #D11: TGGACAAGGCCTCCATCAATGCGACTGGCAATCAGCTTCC  
 #D11: TGGACAAGGCC-----TGCGACTGGCAATCAGCTTCC

## WB: nuclear extracts

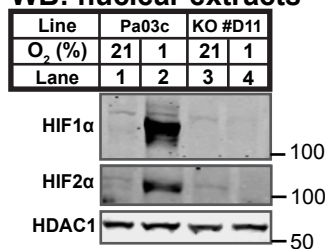

## B Immunofluorescence: Pa03c cells

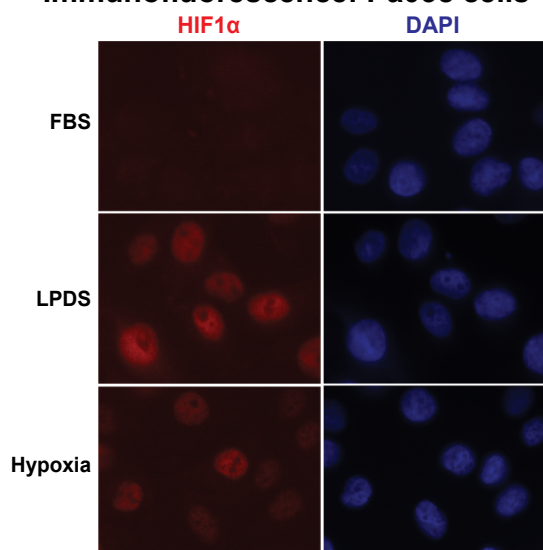

## C WB: Pa03c nuclear extracts

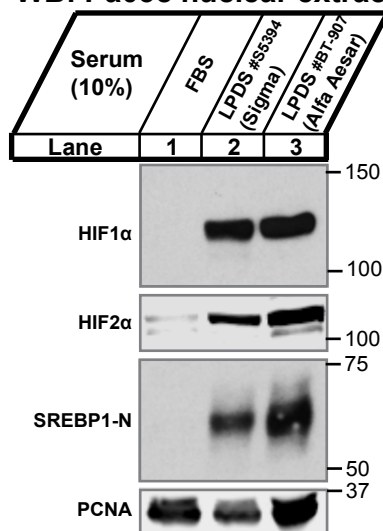

**Fig. S1 Lipoprotein depletion activates HIFα under normoxia (related to Figure 1)**

**(A)** A Pa03c-derived *HIF1A* *HIF2A* double knockout cell line (Clone #D11) was generated by CRISPR-Cas9 technology. Genomic DNA flanking the gRNA target site was amplified by standard PCR and sequenced by Sanger sequencing. Expected cleavage sites are indicated by arrows. Clone #D11 contains a 1 bp deletion in *HIF1A* and both a 1 bp insertion and a 7 bp deletion in *HIF2A*. Knockout of *HIF1A* *HIF2A* was further confirmed by immunoblotting nuclear extracts from cells cultured for 16 hours in DMEM supplemented with 10% (v/v) FBS under normoxic or hypoxic (1% O<sub>2</sub>) conditions.

**(B)** Indirect immunofluorescence of Pa03c cells cultured for 16 hours in DMEM supplemented with 10% (v/v) FBS or LPDS under normoxic conditions, or in DMEM supplemented with 10% (v/v) FBS in 1% O<sub>2</sub> (Hypoxia). HIF1α was visualized by anti-HIF1α (1:250) followed by Alexa-594 labeled goat anti-mouse IgG (1:250). DAPI served as a nuclear staining control.

**(C)** To test whether the LPDS response was specific to a single commercial source, we compared serum from two different companies. Immunoblots of nuclear extracts from Pa03c cells cultured for 16 hours in DMEM supplemented with 10% (v/v) FBS or LPDS commercially available from indicated companies.

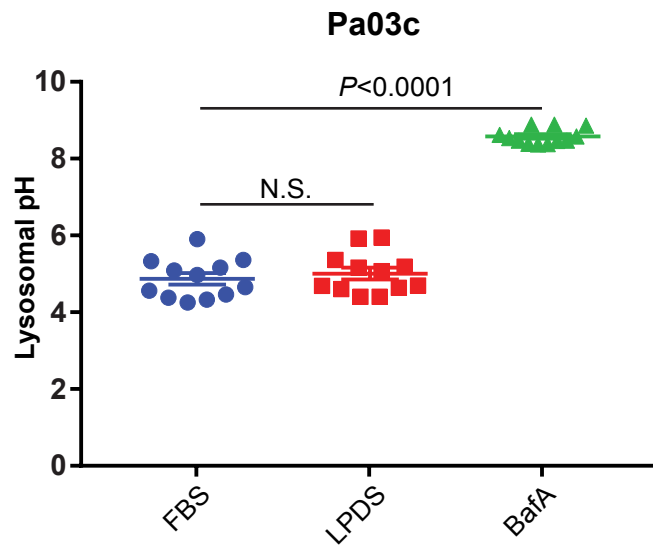

**Fig. S2 Low-density lipoproteins regulate HIF $\alpha$ . (related to Figure 2)**

Pa03c cells were loaded with pH-sensitive pHrodo Green/Dextran and pH-insensitive Alexa 568/Dextran for 24 hours, then chased in indicated condition for additional 16 hours. pH-sensitive pHrodo Green signal and pH-insensitive Alexa-568 signal from single cells were obtained using flow cytometry. A four-point pH calibration standard curve with different pH values (4.5, 5.5, 6.5 and 7.5) was generated in each experiment to calculate lysosomal pH values from indicated samples. Data (mean $\pm$ SEM) from 12 replicates were plotted. *P* values were calculated using one-way ANOVA.

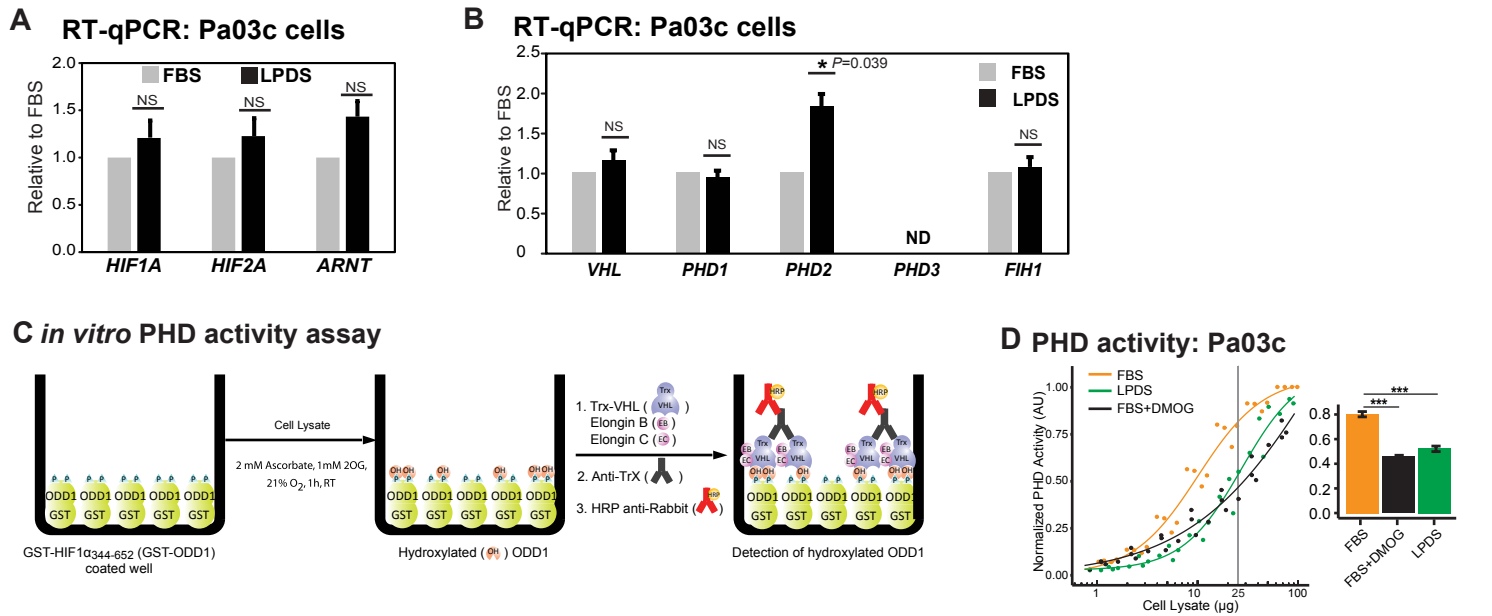

**Fig. S3 Lipoproteins regulate HIFα stability by controlling HIFα prolyl hydroxylation (related to Figure 3)**

**(A, B)** Pa03c cells were cultured for 16 hours in FBS or LPDS. Gene expression measured by RT-qPCR was normalized to cells cultured in FBS. Error bars represent the standard error of fold changes from 3 biological replicates (mean  $\pm$  SEM). NS, not significant ( $P>0.05$ ) from single column t-test (compared with FBS).

**(C)** Overview of the plate-based *in vitro* PHD activity assay: ELISA plates were coated with *E.coli*-expressed GST-HIF1α ODD<sub>344-652</sub>. Cell lysates under various treatments were added and incubated at RT for 1 hour in the presence of ascorbate (2 mM) and 2-OG (2-oxoglutarate) (1 mM). PHD enzymes in cell lysates hydroxylated prolyl residues in substrates. Elongin B, C and pVHL (von Hippel–Lindau tumor suppressor, with thioredoxin tag, Trx-VHL) were then added and formed protein complexes specifically with hydroxylated substrates. Protein complexes were labeled by rabbit anti-thioredoxin antibody, followed with HRP-labeled secondary anti-rabbit IgG. HRP activity was then measured using TMB.

**(D)** Pa03c cell lysates from cells cultured in FBS, LPDS or FBS with a PHD inhibitor DMOG (1 mM) for 16 hours were analyzed using PHD activity assay. Four-parameter log logistic models were fit to data obtained from at least three independent experiments. Bar-plot shows the calculated PHD activities from the fitted curves at 25  $\mu$ g.  $P<0.0005$  (\*\*\*), student's t-test.

**A** Generating *UQCRFS1* KO line using CRISPR-Cas9

***UQCRFS1* Exon 1**  
WT: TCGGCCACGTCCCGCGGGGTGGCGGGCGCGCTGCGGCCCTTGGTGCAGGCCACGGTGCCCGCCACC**CCG**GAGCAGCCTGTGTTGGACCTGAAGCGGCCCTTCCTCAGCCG  
#G5-1: TCGGCCACGTCCCGCGGGGTGGC-----47bp deletion-----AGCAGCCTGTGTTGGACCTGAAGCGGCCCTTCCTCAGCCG  
#G5-2: TCGGCCACGTCCCGCGG-----58bp deletion-----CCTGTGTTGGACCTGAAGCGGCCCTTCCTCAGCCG  
#G5-3: TCGGCC-----88bp deletion-----GGCCCTTCCTCAGCCG

**WB: Whole cell lysates**

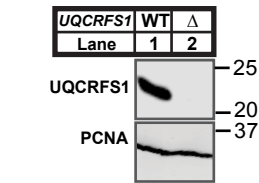

**B WB: Pa03c nuclear extracts**

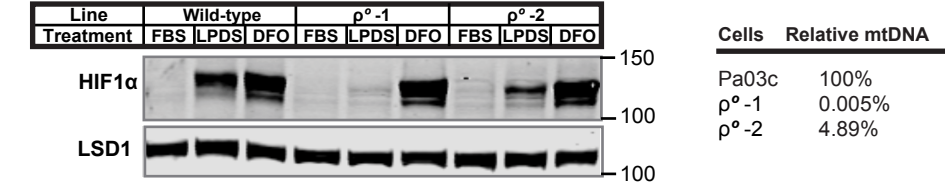

**Fig. S4 LDL regulation of HIFα requires mitochondria (related to Figure 4).**

**(A)** Pa03c-derived *UQCRFS1* knockout cell line was generated by CRISPR-Cas9 technology. Genomic DNA flanking the gRNA target site was amplified by standard PCR and sequenced by Sanger sequencing. Guide RNA sequences in front of the PAM (NGG) are highlighted, and expected cleavage sites are indicated by arrows. The clone #G5 contains 47 bp, 58 bp and 88 bp deletions in *UQCRFS1*. Knockout of *UQCRFS1* was further confirmed by immunoblotting.

**(B)** Immunoblots of nuclear extracts from Pa03c cells or mitochondrial DNA deficient ρ<sup>0</sup> cells cultured for 16 hours in FBS, LPDS or FBS with iron chelator (DFO, 100 μM). LSD1 serves as a loading control. Mitochondrial DNA abundance of two freshly-prepared ρ<sup>0</sup> pools was analyzed by real-time PCR.

**WB: reporter line WCL**

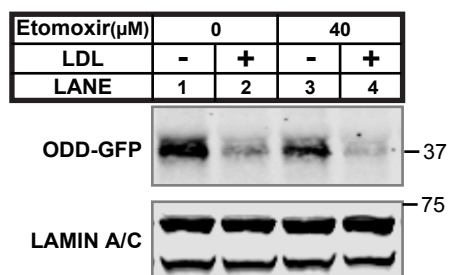

**Fig. S5 LDL-derived fatty acids regulate HIF $\alpha$ . (related to Figure 5)**

Immunoblots of whole cell lysates from HIF reporter cells cultured for 24 hours in LPDS or LPDS supplemented with LDL (1 mg/ml), with indicated concentrations of carnitine palmitoyltransferase-1 (CPT-1) inhibitor Etomoxir. LAMIN A/C serves as a loading control.

Fig. S6 LAL inhibition activates HIF $\alpha$  in animals (related to Figure 6).

A Zebrafish: Lalistat (25  $\mu$ M, 24 hr)

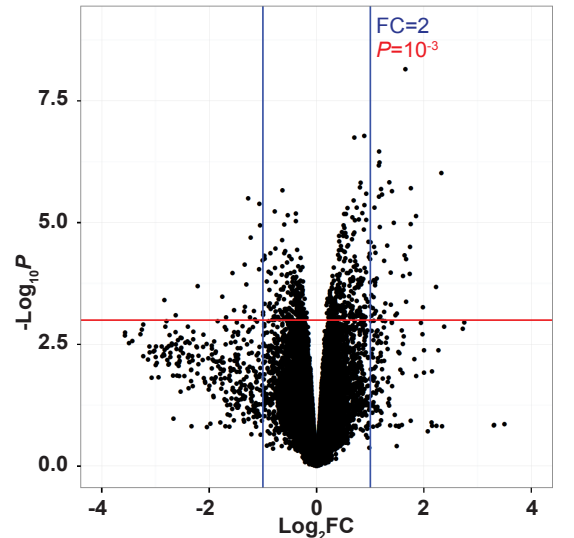

| GO Term               | Description                   | log <sub>10</sub> P |
|-----------------------|-------------------------------|---------------------|
| <b>Up-regulated</b>   |                               |                     |
| GO:0001666            | response to hypoxia           | -5.375              |
| GO:0042737            | drug catabolic process        | -3.133              |
| GO:0014823            | response to activity          | -3.347              |
| GO:0007259            | JAK-STAT cascade              | -4.041              |
| GO:0032869            | cellular response to insulin  | -3.475              |
| GO:0009628            | STAT cascade                  | -4.041              |
| <b>Down-regulated</b> |                               |                     |
| GO:0097435            | supramolecular fiber org.     | -4.349              |
| GO:0055002            | striated muscle cell develop. | -4.261              |
| GO:0031033            | myosin filament organization  | -4.010              |
| GO:0007010            | cytoskeleton organization     | -3.454              |

B Zebrafish: Lalistat (10  $\mu$ M, 2 hr)

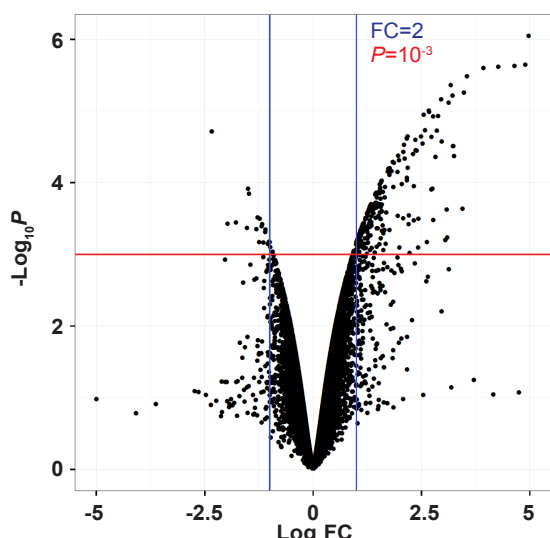

| GO Term               | Description                               | log <sub>10</sub> P |
|-----------------------|-------------------------------------------|---------------------|
| <b>Up-regulated</b>   |                                           |                     |
| GO:0015748            | organophosphate ester transport           | -3.932              |
| GO:0032870            | cellular response to hormone stimulus     | -4.827              |
| GO:1901568            | fatty acid derivative metabolic process   | -3.075              |
| GO:0008285            | negative regulation of cell proliferation | -4.342              |
| GO:0001666            | response to hypoxia                       | -3.400              |
| GO:0018105            | peptidyl-serine phosphorylation           | -3.306              |
| GO:0006094            | gluconeogenesis                           | -3.907              |
| GO:0032922            | circadian regulation of gene expression   | -3.657              |
| GO:0033559            | unsaturated fatty acid metabolic process  | -3.452              |
| <b>Down-regulated</b> |                                           |                     |
| not identified        |                                           |                     |

C Zebrafish size measurement

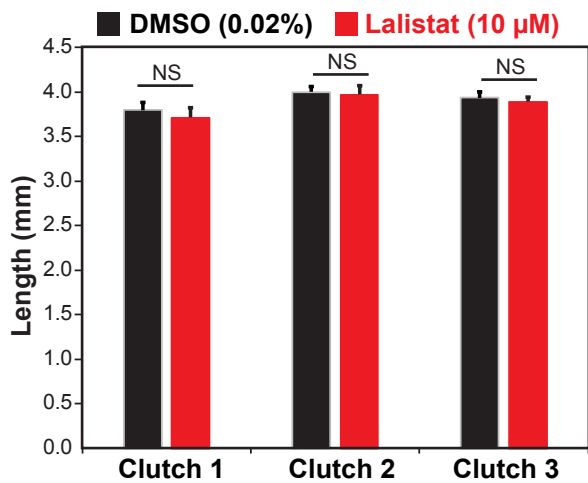

D Zebrafish: U18666A (2  $\mu$ M, 24 hr)

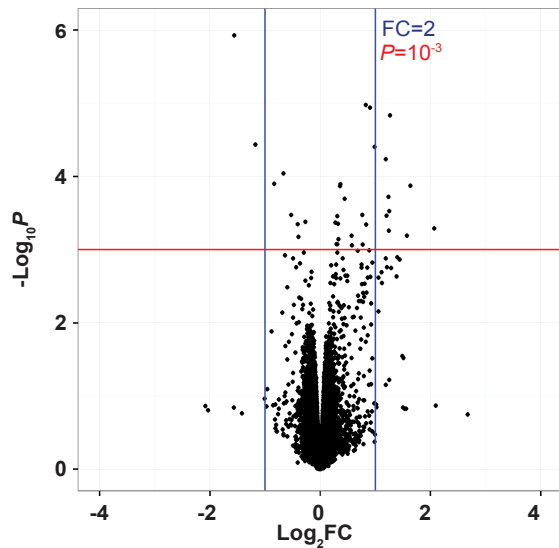

| GO Term               | Description                               | log <sub>10</sub> P |
|-----------------------|-------------------------------------------|---------------------|
| <b>Up-regulated</b>   |                                           |                     |
| GO:0008202            | steroid metabolic process                 | -12.2741            |
| GO:1901615            | organic hydroxy comp. metabolic process   | -10.4789            |
| GO:0045337            | farnesyl diphosphate biosynthetic process | -6.6364             |
| GO:0016125            | sterol metabolic process                  | -13.3382            |
| <b>Down-regulated</b> |                                           |                     |
| not identified        |                                           |                     |

**Fig. S6 LAL inhibition activates HIF $\alpha$  in animals (related to Figure 6)**

**(A)** RNA samples from wild-type zebrafish larvae (5 dpf, 4 larvae for each treatment) treated with lalistat (25  $\mu$ M) or vehicle control DMSO (0.1%) for 24 hours were analyzed by zebrafish gene expression microarray. Data from 3 biological replicates are presented in the volcano plot. The enriched GO terms were identified by GOrilla and REVIGO.

**(B)** RNA samples from wild-type zebrafish larvae (5 dpf, 4 larvae for each treatment) treated with lalistat (10  $\mu$ M) or vehicle control DMSO (0.02%) for 2 hours were analyzed by zebrafish gene expression microarray. Data from 2 biological replicates were presented in the volcano plot. 

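Across the 38169 probes tested, 150 were raised at least 2-fold by 2 h of lalistat with an unadjusted limma p under the 0.001 line of the volcano plot, and 7 were lowered. The raised probes had a median log2 fold change of 1.78 and ranged from 1.11 to 5.40, whereas the lowered probes ranged from -1.36 to -2.54. Each of the 150 raised probes was higher in both replicates, and each of the 7 lowered probes was lower in both. The thresholds leave little room for anything else, so this agreement adds little support. Without the p line, 430 probes were raised and 97 lowered at least 2-fold. These counts depended on the processing. They ran from 183 and 20 with normexp and quantile normalization to 639 and 190 with no filter on dim probes. After Benjamini-Hochberg adjustment, 12 probes had an adjusted p below 0.05 and all 12 were raised. The count depended on how the arrays were paired. With the replicate number as a block, 261 probes were raised and 16 lowered past both lines, and 94 probes had an adjusted p below 0.05. A total of 1336 probes had an unadjusted p below 0.05 without the block, fewer than the 1908 that chance alone would give. With the replicate block, 3103 had such a p. Arrays with the same number deviated together (r = 0.57), which the fit without the block counts as noise. On simulated arrays with a replicate effect, that fit gave 0 unchanged probes with a limma p under 0.001, against 38 by chance. The fit with the block gave 47. The shortfall is therefore no sign that lalistat had no effect.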

The enriched GO terms were identified by GOrilla and REVIGO.

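The probes raised past both lines belong to 70 genes with a symbol, besides probes without one, and the lowered probes to 5. The largest rise was that of fosab, the zebrafish c-Fos gene, whose 5 probes had log2 fold changes from 4.26 to 5.40 and an adjusted p of 0.0389 each from limma. Its probes with 4.78 and 4.26 were dim on the DMSO arrays (1.6 and 2.1, and 2.7 and 3.1), so the size of their rise is uncertain. Other genes of the Fos family or its partners followed, with a log2 fold change of 4.55 for jdp2b and of 4.34 for the higher of the fosb probes. The lower fosb probe, at 2.21, also passed both lines. With normexp and quantile normalization, the probes with the largest rise gave 3.54 for fosab, 3.60 for jdp2b and 2.97 for fosb, and still passed both lines. The genes ponzr4 and ponzr3 rose by 4.45 and 4.42 on the log2 scale at a single probe each. A second ponzr4 probe rose by 0.77. Neither probe with the large rise was well above background on all 4 arrays, so the size of the rise is uncertain. Normexp with quantile normalization gave 2.44 for ponzr4 and 2.09 for ponzr3. These genes belong to one family, and binding of each probe to transcripts of the other genes was not tested. The remaining genes among the 10 with the largest rise were slc25a25a (log2 fold change 3.54), nr4a1 (3.38), fkbp5 (3.31), hspb9 (3.21) and ccn1 (3.20). A second nr4a1 probe, with 1.08, passed the P line only with the replicate block. The spread between replicates was small beside these changes, since the differences between lalistat and DMSO in replicates 1 and 2 were 5.60 and 5.20 for fosab, 3.41 and 3.35 for nr4a1, and 3.60 and 3.02 for fkbp5. The largest falls were those of plekhf1 (log2 fold change -2.54), elf3 (-2.16), plekhs1.3 (-2.13), pax1b (-1.59) and tnfsf10 (-1.36). None of these 5 had an adjusted p below 0.05 without the replicate block. With normexp and quantile normalization, plekhs1.3 (-0.57), pax1b (-0.30) and tnfsf10 (-0.69) no longer passed both lines, whereas plekhf1 and elf3 did. With spike-in scaling, pax1b and tnfsf10 did not pass. The pax1b probe and the plekhs1.3 probe given here were not well above background on all 4 arrays. For gluconeogenesis, a term listed in Fig. S6B for the raised genes, the glucose-6-phosphatase genes g6pc1a.1 and g6pc1a.2 each had 1 probe past both lines, with log2 fold changes of 1.18 and 2.16. Response to hypoxia is also among the terms listed there. The term enrichment itself was not recomputed.

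**Figure D3:**
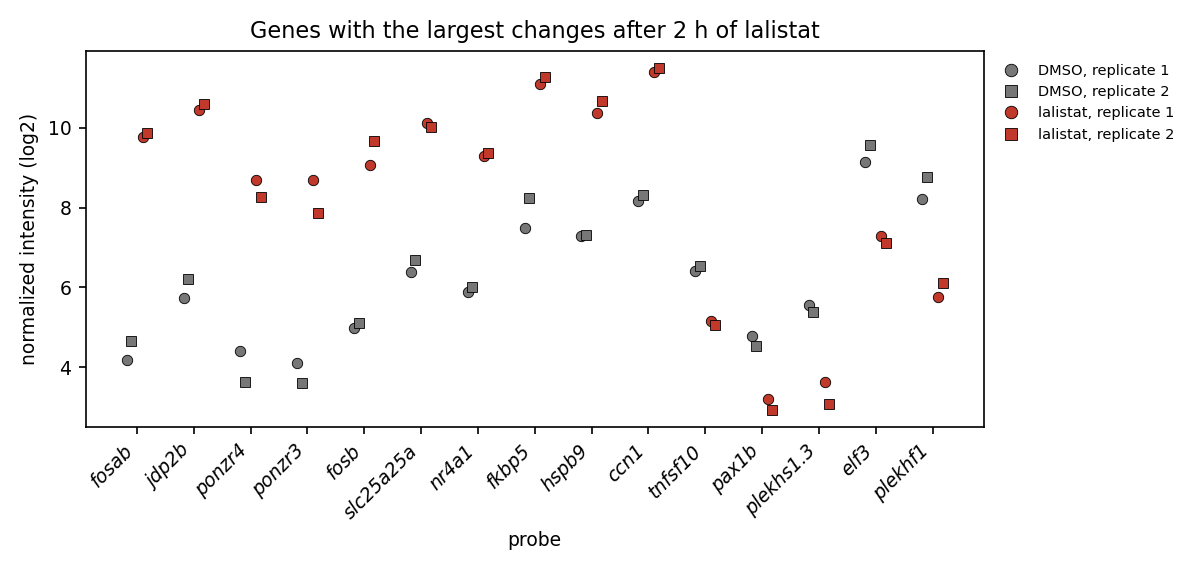
Normalized log2 intensity (vertical axis) on the 4 arrays of the probe with the largest change past both lines for each of the 10 genes with the largest rise and the 5 with the largest fall; circles are replicate 1 and squares are replicate 2. For each gene the lalistat arrays are separated from the DMSO arrays, from a log2 fold change of 5.40 for fosab to -2.54 for plekhf1.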

**(C)** The standard length of three clutches of zebrafish larvae (5 dpf, 10 larvae for each treatment) treated with lalistat (10  $\mu$ M) or vehicle control DMSO (0.02%) for 2 hours was measured. Error bars represent the standard error from 10 larvae (mean  $\pm$  SEM). NS, not significant ( $P > 0.05$ , student t-test).

**(D)** RNA samples from wild-type zebrafish larvae (5 dpf, 4 larvae for each treatment) treated with U18666A (2  $\mu$ M) or vehicle control DMSO (0.1%) for 24 hours were analyzed by zebrafish gene expression microarray. Data from 2 biological replicates are presented in the volcano plot. The enriched GO terms were identified by GOrilla and REVIGO.

How the deposited data were processed for this re-analysis (not part of the article)

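Zebrafish larvae at 5 dpf were treated with 10 μM lalistat or with 0.02% DMSO for 2 h, and RNA from pools of 4 larvae was measured on 4 single-color Agilent zebrafish arrays, 2 per treatment. The 24 h experiments with lalistat and U18666A and the arrays of Pa03c cells were not analysed here. Treatment and replicate number come from the sample labels together with the legend of Fig. S6B.

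The authors deposited, for each array, the output of Feature Extraction 10.7.3.1. The intensity of each spot in it had been corrected by the software for spatial trends, for background and for multiplicative trends across the array, and low values had been replaced by surrogates. No normalization between arrays had been applied. The mean spot intensity and the median local background before correction, which the authors also deposited, were used in an alternative. Spots carry the software's flags for non-uniform spots, population outliers, saturation and signal well above background. Of the 43803 spots for zebrafish transcripts, 10 to 15 per array were flagged and none was saturated. The median coefficient of variation of the spike-in control probes was between 2.93% and 4.05%. The 4 arrays sat on one slide in the order DMSO replicate 1, lalistat replicate 1, DMSO replicate 2 and lalistat replicate 2. No probe had the same normalized value on any 2 arrays, and the correlation between arrays was between 0.973 and 0.987 across probes.

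The log2 of the processed intensity was scaled to each array's 75th percentile over all non-control probes. Flagged spots were left out, repeated probes were averaged, and probes well above background on at least 2 of the 4 arrays were kept. The 38169 probes that remained were tested with lmFit and eBayes of limma 3.58.1 in R 4.3.3, which gives a two-sided moderated test. Following Fig. S6B, a probe was counted as raised or lowered when its fold change was at least 2 and its unadjusted p was below 0.001, and Benjamini-Hochberg adjusted p-values were computed beside it. All comparisons were between the 2 lalistat and the 2 DMSO arrays. With arms of 2, no permutation test can reach p = 0.05.

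The replicate numbers come from the sample labels. The paper's text on the 24 h arrays names clutches, but for the 2 h arrays it does not say whether arrays with the same number share a clutch. Arrays with the same number deviated together from the mean of their treatment (r = 0.57 across 38169 probes), and a fit with the replicate number as a block is reported beside the main results. Arrays with the same number were also neighbors on the slide, so a shared clutch and position on the slide cannot be told apart.

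Probes were named through their RefSeq accessions, then by symbol, then by an unambiguous older symbol, from the RefSeq gene table of assembly GRCz12tu. Of the 43603 probes, 27278 were matched by accession, 2502 by symbol and 1611 by older symbol. Coordinates are those of the array files, on danRer6 (Zv8). A gene's value is the mean over its probes past the filter. The genes with the largest rise or fall are instead ranked and given by their probe with the largest change past both thresholds. The genes named are irs2a and igfbp1a, the HIF targets of Fig. 1B and members of the marker lists that passed the thresholds, and, among probes past the thresholds and changed the same way in both replicates, the 10 genes with the largest rise and the 5 with the largest fall. Genes known only by a clone or contig identifier were not named.

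The median log2 fold change of a gene list was compared with 10000 random gene lists of the same size, drawn with replacement from 20 bins of mean expression, using numpy 2.4.6 and pandas 2.3.3. The rotation test roast of limma was also run for each list with 99999 rotations, and its p-values were adjusted by Benjamini-Hochberg over the 10 lists.

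Alternatives were another background correction with normexp (offset 50) followed by quantile normalization, quantile normalization alone, the 75th percentile taken over probes well above background on all arrays, no filter on dim probes, a stricter filter, flagged spots kept, the replicate block, an intensity trend in eBayes, each array left out in turn, the brightest probe of a gene, and an added list of HIF targets. Scaling to the spike-in control probes was added after the data were examined.

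The procedure was tested on simulated arrays made from the mean intensity of every spot, with 200 probes changed by known amounts. These amounts were all larger than the rises of irs2a and pfkfb4b. The noise was drawn independently, with the same spread for every spot. The test therefore does not cover smaller changes, noisier probes or genes that vary together. The main fit on 38169 probes recovered 200 of these 200 probes and called 0 of 37969 unchanged probes past both thresholds. With a simulated replicate effect, it recovered 199 and the fit with the replicate block recovered 200. In the same test, normexp with quantile normalization shrank the known changes to a slope of 0.65 and recovered 157. Of 200 simulated lists of 20 unchanged genes, 12 fell outside the central 95% of the random lists, and all 200 lists raised by 0.3 on the log2 scale lay above it.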

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

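The test of the immediate-early gene list was chosen only after the genes with the largest rise had been seen, and the GC content test was set after the counts of raised and lowered probes had been seen but before the GC values were. The other tests were set before the data were examined, except that the one with the spike-in control probes rests on a scaling added afterwards.

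The genes with the largest rise after 2 h of lalistat are not named in the paper, and each lay far above the DMSO arrays. Their log2 fold changes are given for the probe of each gene with the largest change. They were 5.40 for fosab, 4.55 for jdp2b, 4.45 for ponzr4, 4.42 for ponzr3 and 4.34 for fosb. Next came 3.54 for slc25a25a, 3.38 for nr4a1, 3.31 for fkbp5, 3.21 for hspb9 and 3.20 for ccn1. Averaged over all probes of a gene, the values were 4.99 for fosab, 3.28 for fosb and 2.23 for nr4a1. With normexp and quantile normalization, the probes with the largest change rose by 3.54 for fosab, 3.60 for jdp2b and 2.97 for fosb. Those of ponzr4 and ponzr3 then rose by 2.44 and 2.09. Each gene listed was higher in both replicates, but this was a condition for being listed. Several of them (fosab, fosb, nr4a1 and ccn1) are immediate-early genes, which are induced within minutes to hours of many stimuli without new protein synthesis. A list of such genes had a median log2 fold change of 1.27 over 39 genes, and 36 of the 39 were higher in both replicates. The median stood at percentile 100 of the 10000 random lists, but the list was drawn up after these genes had been seen, so this test cannot tell whether an immediate-early response is the explanation.

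Targets of the glucocorticoid receptor were also raised, and the paper does not discuss them. The list, written before the data were examined, had a median log2 fold change of 1.18 over 19 genes, 17 of which were higher in both replicates. This median stood at percentile 100 of the random lists, and limma's rotation test, adjusted over the 10 lists tested, gave a two-sided adjusted p of 0.0896 (0.197 with the replicate block). No list had an adjusted p below 0.05 in that test. Of the 19 genes, 6 had a probe past both thresholds of Fig. S6B (9 with the replicate block), and the highest log2 fold changes, averaged over the probes of a gene, were 3.28 for fkbp5, 2.22 for ddit4 and 2.13 for klf9. Activation of the glucocorticoid receptor, directly or through a stress response of the larvae, is a candidate explanation for part of the raised genes. FOXO activation is another, since a list of FOXO targets had a median of 0.25 over 19 genes and also stood at percentile 100, although limma's rotation test gave a two-sided adjusted p of 0.249 (0.119 with the replicate block). The FOXO and glucocorticoid lists share pck1, and the glucocorticoid and immediate-early lists share dusp1. These lists are therefore not independent, and their percentiles do not tell the responses apart. The comparison with random lists gave percentile 55.22 for the HIF targets marked in Fig. 1B. It gave 52.7 for general hypoxia markers and 29.85 for targets of the aryl hydrocarbon receptor. In that comparison none of these 3 lists stood apart. Fig. S6B nevertheless lists response to hypoxia among the GO terms of the paper's raised genes, an enrichment that was not recomputed here. A median can hide changes in both directions, however, and among the aryl hydrocarbon receptor targets the log2 fold change was 1.64 for cyp1a (2.69 and 0.59 in the replicates), 0.38 for tiparp and 0.31 for cyp1b1 but -1.02 for foxq1b. No probe of that list passed both thresholds without the replicate block, and only that of foxq1b did with it. For this list, limma's rotation test for changes in either direction gave an adjusted p of 0.340 (0.122 with the replicate block). The lists do not include irs2a and igfbp1a, so these tests do not show which response raised them. A list of human target names may also miss genes that HIF controls in zebrafish.

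Among technical explanations, a shift between the groups left by the normalization would bring the number of raised probes close to the number of lowered probes once the arrays are scaled to the spike-in control probes. The ratio of raised to lowered probes was 21.4 and became 36 with that scaling, a ratio that rests on 5 lowered probes. The scaling raised the median log2 fold change of all probes by 0.13, whereas every log2 fold change would have to be lowered by 0.55 for the ratio to fall under 1.5. The test therefore bears only on a large shift. The mean GC content of the raised probes was 41.0%, against 41.7% for random probes of the same brightness, at percentile 4.1 and so within the central 95%. In their order along the slide, in which DMSO and lalistat arrays alternated, the 4 arrays read 4.18, 9.78, 4.66 and 9.86 for fosab. They read 5.88, 9.29, 6.01 and 9.36 for nr4a1. These are not steady trends along the slide. Genes chosen for a large difference between alternating treatments could hardly show one, so these readings cannot decide the question. Differences in how the larvae of each treatment were handled could not be tested, and the rise of these genes cannot be told apart from that explanation.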

How the results depend on the processing

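Except for scaling to the spike-in control probes, which was added after the data were examined, the alternatives were chosen before the data were examined. Each array was scaled, filtered or tested another way with the rest unchanged, and a count was taken as changed when it differed by more than 1.5 times. The causes of the changes below were not tested.

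The number of raised probes, 150 in the main setting, became 261 with the replicate block and 12 when an adjusted p below 0.05 replaced the unadjusted threshold. The number of lowered probes, 7 in the main setting, became 16 with the replicate block, 3 with normexp and quantile normalization, and 0 with the adjusted p. At an unadjusted p under 0.05, 1336 probes passed in either direction. The other alternatives left both counts within 1.5 times.

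The number of probes with an adjusted p below 0.05, 12 in the main setting, was the least stable count. It was 94 with the replicate block, 46 with an intensity trend in eBayes, 30 with normexp and quantile normalization, 25 with probes well above background on all 4 arrays, and 78 with spike-in scaling. It was 0 with quantile normalization and 0 with no filter on dim probes, where 1391 and 1586 probes had an unadjusted p below 0.05.

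The rise of irs2a kept its direction under every alternative run with all 4 arrays, between 1.19 and 1.44, and its adjusted p stayed above 0.05. That of igfbp1a ranged from 2.49 to 2.78. With spike-in scaling, it was 2.78 and each of its 3 probes had an adjusted p below 0.05, which no alternative set in advance gave. Across the 4 comparisons that each left out 1 array, irs2a ranged from 1.18 to 1.42 and igfbp1a from 2.24 to 3.04, values to which no test applies because an arm then holds 1 array.

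Spike-in scaling moved the median of all probes by 0.13 on the log2 scale, so the medians of lists near 0 changed sign. The HIF target list became 0.12 from -0.01, the general hypoxia markers 0.13 from -0.01, and the aryl hydrocarbon receptor targets 0.086 from -0.05. Relative to the shift of all genes under the same scaling, these lists stood at 0.00, 0.01 and -0.04. Without a filter on dim probes, the median of the general hypoxia markers was 0.018. With 1 array left out, the HIF target list ranged from -0.055 to 0.006, the SREBP target list from -0.07 to 0.60, the general hypoxia markers from -0.031 to 0.164 and the aryl hydrocarbon receptor targets from -0.113 to 0.06. The glucocorticoid list then ranged from 0.81 to 1.54, the FOXO list from 0.13 to 0.37 and the genes of the HIF and SREBP machinery from 0.022 to 0.109. The glucocorticoid and FOXO lists stayed above the central 95% of the random lists under every alternative run with all 4 arrays.

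For the 23 other genes chosen because a probe passed both thresholds, 190 of 203 values under another setting kept their direction and their side of the thresholds, and the other 13 kept their direction but no longer passed. Of these 13, 5 came from normexp with quantile normalization and 4 from spike-in scaling. The 21 genes given with their values although no probe of theirs passed kept their direction in all 188 values from settings run with all 4 arrays. In 16 of these a probe then passed, 5 of them with the replicate block (pck1, foxq1b, trib3, insig1 and hif1al). With 1 array left out, the direction was not always kept. The log2 fold change then ranged from -1.54 to 0.08 for plin2, from -0.16 to 0.76 for epoa and from -0.007 to 0.63 for cyp1b1. That of hif1ab fell to 0.0 at the lowest, and the other genes kept their direction.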

Differences from the paper's values

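The paper's volcano plot for the 2 h experiment reaches a log2 fold change of about 5.0 in Fig. S6B, read by eye, whereas the largest value past both thresholds was 5.40 here. None of the alternatives set before the data were examined closed the gap, and their values ran from 4.37, with normexp and quantile normalization, to 5.40.

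The paper's plot shows about 15 probes lowered past both thresholds in Fig. S6B, read by eye, against 7 here. Among the alternatives set before the data were examined, the replicate block gave 16 and fell within 1.5 times of the paper's number, and the other alternatives gave between 0, with an adjusted p below 0.05, and 9. At an unadjusted p under 0.05, 1336 probes passed in either direction.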

Other observations

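The SREBP targets of Fig. 1B, which the paper examines in larvae treated with U18666A, were also raised after 2 h of lalistat. Over 21 zebrafish genes the median log2 fold change was 0.24, 20 of the 21 genes were above 0, and 15 were higher in both replicates. This median stood at percentile 100 of the random lists, while limma's rotation test gave a two-sided adjusted p of 0.711, or 0.119 with the replicate block. In the main fit no gene of the list had a probe past both thresholds of Fig. S6B, and 2 (trib3 and insig1) had one with the replicate block. Both also had one with normexp and quantile normalization, with probes well above background on all 4 arrays, with an intensity trend in eBayes and with spike-in scaling. The largest values were 1.45 for trib3, 1.00 for insig1, 0.84 for lpin1a and 0.80 for lipg. The median was 0.215 in replicate 1 and 0.304 in replicate 2. With 1 array left out, which breaks the pairing by replicate number, it ran from -0.07 to 0.60.

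Over 18 genes that code for the HIF and SREBP machinery, the median log2 fold change was 0.07, at percentile 95.9 of the random lists. With the brightest probe of each gene it was 0.10, at percentile 99.1. With normexp and quantile normalization it was 0.005, at percentile 80.2. The other alternatives run with all 4 arrays gave percentiles from 95.6 to 96.63. With all probes averaged, limma's rotation test gave a two-sided adjusted p of 0.0609 (0.197 with the replicate block). Values were 1.01 for hif1al (1.31 and 0.71 in the replicates), 0.59 for hif1al2 (0.12 and 1.06), 0.08 for hif1aa, 0.14 for hif1ab, 0.28 for epas1a, -0.39 for vhl and 0.89 for egln2. Of the 20 general hypoxia markers, 10 were above 0 and 6 were higher in both replicates. The largest rise among them was that of hif1al, which is on both lists and had a probe past both thresholds only with the replicate block. Next came higd1a (0.54), hmox1a (0.49) and p4ha1b (0.43). In the same list, epoa changed by 0.30 and differed between the replicates (-0.19 and 0.79), and vegfaa changed by 0.18.

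Several genes at which a glucocorticoid or fasting response would be looked for moved with igfbp1a. The log2 fold change was 1.57 for pck1, 1.98 for g6pc1a.2 and 1.35 for g6pc1a.1, each averaged over the probes of the gene. The paralog igfbp1b, which the paper does not name, was raised on both of its probes, with 1.84 and 1.68, but its DMSO arrays differed widely, at 7.89 and 9.88 on the first probe.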
